# Modulating the extracellular matrix to treat wound healing defects in Ehlers-Danlos syndrome

**DOI:** 10.1016/j.isci.2024.110676

**Published:** 2024-08-06

**Authors:** Kindra M. Kelly-Scumpia, Maani M. Archang, Prabhat K. Purbey, Tomohiro Yokota, Rimao Wu, Jackie McCourt, Shen Li, Rachelle H. Crosbie, Philip O. Scumpia, Arjun Deb

**Keywords:** medicine, cell biology

## Abstract

Classic Ehlers-Danlos syndrome (cEDS) is a genetic disorder of the connective tissue that is characterized by mutations in genes coding type V collagen. Wound healing defects are characteristic of cEDS and no therapeutic strategies exist. Herein we describe a murine model of cEDS that phenocopies wound healing defects seen in humans. Our model features mice with conditional loss of *Col5a1* in *Col1a2*^+^ fibroblasts (Col5a1CKO). This model shows that an abnormal extracellular matrix (ECM) characterized by fibrillar disarray, altered mechanical properties, and decreased collagen deposition contribute to the wound healing defect. The cEDS animals exhibit decreased expression of epidermal genes and increased inflammation. Finally, we demonstrate that inhibiting mechanosensitive integrin signaling or by injecting wild-type (WT) fibroblasts into cEDS animals enhances epidermal gene expression, decreases inflammation, and augments wound closure. These findings suggest that cell delivery and/or blocking integrin signaling are potentially therapeutic strategies to rescue wound healing defects in cEDS.

## Highlights

• Deletion of *Col5a1* in fibroblasts impairs wound healing by disrupting ECM formation
• Col5a1^−/−^ wounds show elevated inflammation and enhanced integrin expression
• High integrin expression can be targeted by cilengitide to improve wound healing
• Wound healing defects can also be rescued by cell delivery of wild-type fibroblasts

## Introduction

Ehlers-Danlos syndrome (EDS) comprises a group of genetic disorders of the connective tissue and musculoskeletal system affecting 1/5,000–1/25,000 individuals.^1^ Classical EDS (cEDS) is one of the most common (1/10,000–1/20,000) and well-described forms of EDS caused by mutations in *Col5a1* or *Col5a2* genes, and most individuals have decreased type V collagen in tissues.^1^^,^^2^ Type V collagen is classified as a fibril-forming collagen and functions to arrange type I and type III collagen fibrils in a lattice-like framework in the extracellular matrix (ECM) and is required for the proper architecture of the ECM in the skin and other tissue.^3^^,^^4^^,^^5^ For instance, in the complete absence of ColV, mesenchyme is unable to form with early death of the embryo. ColV is also known to play an important role in arranging the fibrillar pattern of the ECM after tissue injury, and deficiency of ColV after corneal wounding results in loss of optical transparency of the cornea. The functional role of ColV in maintaining the normal architecture of the matrix and other tissue contributes to the characteristic phenotype observed in individuals with cEDS who are typically haploinsufficient. Phenotypically, cEDS is characterized by skin hyperextensibility, joint hypermobility, fragile skin, easy bruising, and delayed wound healing with formation of atrophic scars.^6^ Individuals with cEDS demonstrate a profound defect in wound healing, and defects in wound healing are so common that impaired wound healing is considered to be a major criterion for the diagnosis of cEDS.^6^ The lack of a normal ECM architecture after skin wounding in cEDS results in failure of epithelial regeneration in individuals with cEDS and this results in the formation of broad scars. The scars (“cigarette paper-like”) lack the normal tensile strength of scars in normal tissue and break down predisposing the affected individual to infections, bleeding, and further scarring.^7^^,^^8^ Despite the immense importance of wound healing defects in individuals with cEDS, little is known about the underlying mechanisms of defective wound healing in cEDS. Skin fibroblasts after skin wounding express a variety of collagens including ColV, and whether the secretion of ECM proteins deficient in ColV after skin wounding contributes to wound healing defects or whether the abnormal matrix present prior to wounding in ColV-deficient animals predominantly contributes to wound healing defects is not clear. Currently, there are no therapeutic targets or strategies to treat the wound healing defects in cEDS. Determining the role of fibroblasts and their secretion of ColV-deficient matrix in wound healing defects in cEDS could help in identifying new targets that could be administered after wounding to attenuate wound healing defects.^9^

Animal models of cEDS have been described that use a haploinsufficient Col5a1^+/−^ mouse that displays delayed wound healing compared to Col5a1^+/+^ mice in a small, unsplinted wounding model. In this model, *Col5a1* abnormalities of the matrix are present from birth making it difficult to ascertain the active and direct role of *Col5a1* in wound healing.^10^ While these cultured haploinsufficient fibroblasts displayed decreased proliferation and migration *in vitro*,^10^ it would not be possible to tease out the role of acute production of type V collagen versus preexisting matrix dysfunction using this model.

To more directly address the question of the role of ColV secretion after skin wounding in contributing to defective wound healing, we created a murine model of cEDS, where the role of *Col5a1* in wound healing can be more directly ascertained. In this model, we conditionally deleted Col5a1 in Col1a2-expressing fibroblasts at the time of skin wounding to directly ascertain the role of ColV secretion at the time of wounding, in contributing to cEDS wound healing defects.^11^ This was done by crossing Col1a2CreERT animals with animals that had both Col5a1 alleles floxed. As the Cre-mediated deletion of Col5a1 is regulated by a tamoxifen inducible cassette, this enables us to precisely determine the role of ColV at the time of skin wounding.

We show that acute loss of *Col5a1* in fibroblasts at the time of skin wounding is sufficient to phenocopy wound healing defects in individuals with cEDS with delayed re-epithelialization, poor ECM organization, and enhanced and prolonged inflammation. These defects are associated with differential expression of integrins in Col5a1CKO wounds that also have been observed in individuals with cEDS. Using this model, we identify abnormalities of wound mechanics, inflammation, and dysregulated gene expression that underlies defects in cEDS. We demonstrate that rescue of ECM at the time of wounding with fibroblast transplantation or small molecules is sufficient to rescue the phenotype of defective wound healing in cEDS. Our observations have potential ramifications for designing therapeutic strategies for wound healing defects in cEDS.

## Results

### A murine model of cEDS that phenocopies wound healing defects in human cEDS

To investigate the biology of wound healing defects in cEDS, we engineered a mouse model of cEDS by conditionally deleting *Col5a1* in skin fibroblasts at the time of skin wounding. For this purpose, we crossed animals harboring an inducible fibroblast Cre driver (*Col1a2*CreERT), with animals that have both *Col5a1* genes floxed.^4^ The *Col1a2*CreERT driver has been shown previously to efficiently label skin fibroblasts and the animal was generated by insertion of a CreERT2 (tamoxifen inducible Cre cassette) downstream of a pro alpha 2 (I) collagen enhancer.^12^^,^^13^ Progeny animals (harboring the Cre transgene as well as homozygous for the floxed alleles; *Col1a2*CreERT: *Col5a1*fl/fl) were then subjected to skin wounding. Skin wounding was achieved by 2.25 cm^2^ full thickness excision biopsies on the dorsum of the animal. The size was chosen as cutaneous wounds in adult mice that are smaller than 1.56 cm^2^ can heal entirely by wound contracture, while the final 0.5 cm^2^ of 2.25 cm^2^ wounds consistently heal with re-epithelialization and fibrosis in the center.^14^ Tamoxifen was administered starting 4 days prior to skin wounding and continued for 5 days after to induce Cre-mediated recombination in skin fibroblasts (Figure 1A). Control animals included Cre^−^:Col5a1^fl/fl^ littermates (referred to as wild-type [WT] henceforth) and were also subjected to identical wounding and tamoxifen administration. 

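RNA from day 14 wounds of 7 WT and 7 Col5a1CKO mice was sequenced, and the authors deposited the reads counted on each RefSeq transcript without normalization. Col5a1 (NM_015734) lies on chromosome 2 of mouse build NCBI37/mm9, from 27741945 to 27895034 on the plus strand. Its median was 72.1 RPKM in WT wounds, with a range of 27.1 to 193.9, and 33.0 RPKM in Col5a1CKO wounds, with a range of 15.3 to 57.8. After edgeR's TMM normalization, Col5a1 had 1069 ± 871 CPM (SD, n = 7) in WT and 397 ± 172 (SD, n = 7) in Col5a1CKO wounds. The log2 fold change was -1.43 (standard error 0.49, adjusted p = 0.0757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass an adjusted p of 0.05. It passed with DESeq2 in place of edgeR (log2 fold change -1.42, adjusted p = 0.0253). The alternative that moved the log2 fold change most was the replicate letter as a block, with -1.08 (adjusted p = 0.156). A 2-sided exact permutation test of the difference in mean CPM gave p = 0.0460, or 0.179 after Benjamini-Hochberg adjustment over 35 such tests of Col5a1 and 4 keratin genes. Relative to Col1a1 of the same wound, a measure chosen after the data were seen, the ratio of Col5a1 CPM was 0.127 to 0.164 in the WT wounds and 0.0145 to 0.0465 in the Col5a1CKO wounds, and the groups did not overlap. Col1a1 itself was 2475 to 18060 CPM in WT and 7999 to 25340 CPM in Col5a1CKO wounds. It was 2475 to 2930 CPM in WT replicates e to g and 10290 and 20130 CPM in Col5a1CKO replicates g and f, where Col5a1 was 345 to 378 CPM and 229 and 351 CPM, so among these 5 wounds the separation came mostly from Col1a1.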

*Col5a1* gene expression was confirmed to be decreased in the skin of Col5a1CKO animals by qPCR and RNA sequencing (RNA-seq) (S1). Imaging and tissue harvests were then performed at different time points to determine the repair response to skin wounding (Figure 1A). We observed that compared to control WT animals, whose wounds grew smaller and closed over time, the wounds of Col5a1CKO animals were significantly larger (Figure 1B) and nearly 25% of the initial wound size was still open and unhealed in the Col5a1CKO animals by day 19 after injury (Figure 1C). We next performed histological analysis of the injured region and observed that the wounded bed was completely covered by the epidermis in the WT littermates but there was failure of epidermal reconstitution of the wound bed in the Col5a1CKO animals (Figure 1D). Masson trichrome staining demonstrated a loose organization of the granulation tissue of the injury region in Col5a1CKO animals compared to the control littermates (Figure 1E). At 62 days after tissue injury, the area of scarring was significantly greater in the Col5a1CKO animals compared to the WT littermates (Figures 1F and 1G). We have previously demonstrated that type V collagen is a critical determinant of fibrillar organization of the matrix in the injured region.^11^ To determine whether collagen fibrillar organization was disrupted, we performed transmission electron microscopy of the wounded skin bed and observed parallel arrangement of collagen fibrils in the WT animals but gross fibrillar disorganization in the Col5a1CKO animals with a haphazard arrangement of collagen fibrils running in directions orthogonal to each other (Figure 1H). Taken together, these observations demonstrate the Col5a1CKO animal after skin wounding phenocopies wound healing defects in human cEDS with disrupted wound healing, broad scarring, and fibrillar disorganization of the injury region.

**Figure 1:**
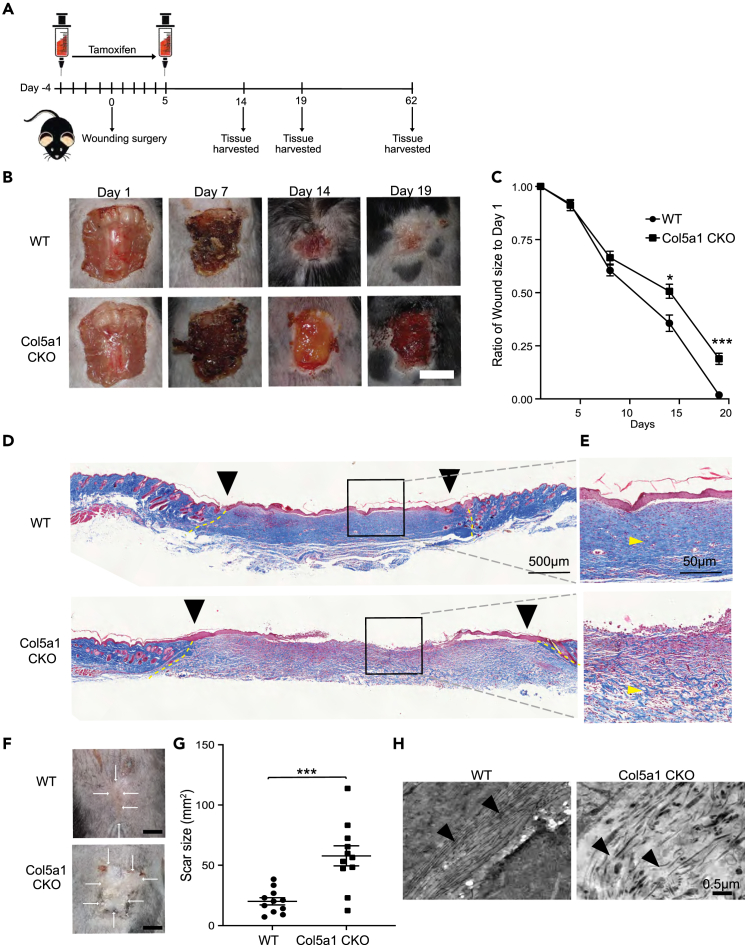
Impaired wound healing in Col5a1CKO mice (A) Experimental design of skin wound injury model demonstrating timing of tamoxifen and follow up. (B) Representative pictures of mouse wounds in WT (Cola2Cre^−^:Col5a1^fl/fl^) and Col5a1CKO animals over time (scale bar represents 50 mm). (C) Ratio of wound size normalized to wound size at time of injury (data are represented as mean ± SEM; WT *n* = 11 [6M, 5F]; Col5a1CKO *n* = 11 [5M, 6F]; two-way ANOVA Sidak’s multiple comparisons test ∗*p* < 0.05; ∗∗∗*p* = 0.003). (D) Representative image of Masson’s trichrome staining of WT and Col5a1CKO mouse at day 19 (5×, at least *n* = 3 per group). Yellow dashed lines mark wound edges. (E) Gray dashes show inlet of higher magnification (20×). (F) Representative scar picture of WT and Col5a1CKO mice at day 62. (G) Quantitation of scar size (WT *n* = 11 [6M, 5F]; Col5a1CKO *n* = 11 [5M, 6F]; line represents mean±SEM; Student’s t test *p* < 0.001). (H) Representative transmission electron microscopy (TEM) of wound showing fibrillar disarray in Col5a1CKO (arrowhead showing disarray; scale bar represents 0.5 μM), at least *n* = 3 per group).

### Defective wound healing in Col5a1CKO animal is associated with decreased expression of epidermal genes and increased inflammation

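Bulk RNA-seq of injured tissue covered 7 WT and 7 Col5a1CKO wounds at day 14 and 3 WT and 3 Col5a1CKO wounds at day 19. The paper's methods state that 50 bp single-end reads were aligned by Hisat2 to NCBI37/mm9, allowed to be aligned once with up to 2 mismatches, and counted on the exons of RefSeq genes with SeqMonk. The authors deposited these raw counts in 29082 rows, of which the row with most counts was kept for each of 22830 gene symbols. Of these symbols, 25 are 5-digit numbers in place of a gene name. Over the kept rows, each wound had 15043531 to 35532352 counts in the WT group at day 14 (median 18147531) and 18913206 to 32625194 in the Col5a1CKO group (median 22255248). At day 19 the totals were 18074680 to 21280985 in WT and 19358098 to 21901349 in Col5a1CKO wounds. The deposited record names a WT fibroblast treatment for the 3 Col5a1CKO wounds at day 19, and the sample titles place that treatment at day 14. The titles, which also head the columns of counts, were followed here. The libraries fall into 2 sets by the log2 difference between their counts of GC-rich and GC-poor genes, with a gap of 1.54 on the log2 scale between the sets and no other gap above 0.40. The lower set holds WT replicates a to d and Col5a1CKO replicates a to e at day 14, and the upper set holds WT e to g, Col5a1CKO f and g, and every day 19 wound. Between the sets, 4521 genes differed among the WT wounds of day 14 alone at an adjusted p under 0.05 and a fold change of at least 2. Unwounded skin was not analysed here.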

To obtain insight into underlying mechanisms causing defective wound healing, we performed gene expression analysis of the injured tissue at 14 days and 19 days following skin wounding. A K means cluster was performed on differentially expressed genes (*p* < 0.05) that demonstrated at least a 2-fold difference in gene expression between WT and Col5a1CKO animals using Cluster 3.0. 

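With an adjusted p under 0.05 and a fold change of at least 2, 800 genes were higher and 390 lower in Col5a1CKO than in WT wounds at day 14 (edgeR quasi-likelihood test, 7 against 7, 14367 genes tested). At day 19, 3 genes were higher and 0 lower (3 against 3, 15135 genes tested), and at an unadjusted p under 0.05 these counts were 815 and 943. The alternative that moved the day 14 counts most was an unadjusted p for the lower genes, with 976, and a fit of all groups together for the higher genes, with 1519. DESeq2 gave 1245 higher and 850 lower genes at day 14 and 684 and 713 at day 19. With the replicate letter as a block, 757 genes were higher and 567 lower at day 14, and 0 were higher and 7 lower at day 19. Within the lower library set, 532 genes were higher and 423 lower at day 14, and within the upper set 1350 and 63. In the upper set the WT wounds had RNA of Y chromosome genes and the Col5a1CKO wounds Xist, so sex and genotype are not separated there. The WT-to-Col5a1CKO difference itself was compared between the days in a single fit of 15954 genes. In that fit 0 genes had an adjusted p under 0.05, and 939 had an unadjusted p under 0.05. At day 14 the genes with the smallest adjusted p and no overlap between groups were Car4, Prm1 and Tnfrsf1b among the higher genes and Dbi, Asah2 and Smpdl3a among the lower ones. Tnfrsf1b rose from 34.5 ± 6.8 to 274.4 ± 149 CPM (SD, n = 7 each, log2 fold change 3.00, adjusted p = 0.0022 from edgeR), and Dbi fell from 422 ± 103 to 122.5 ± 34.5 (log2 fold change -1.78, adjusted p = 0.0022). The 3 genes called at day 19 were Rgs16 (log2 fold change 3.47), Cnn1 (log2 fold change 3.97) and Prm1, whose WT counts were too low for a fold change.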

We observed two different clusters of genes, epidermal and inflammatory genes, to be significantly up- and downregulated between the wounds of WT and the Col5a1CKO animals (Figure 2A). 

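The 2 gene lists of Fig. S4 and the keratin, collagen and matrix metalloproteinase families were tested for enrichment among the genes called at each day, with Fisher's exact test against all genes tested and Benjamini-Hochberg adjustment over 20 tests. At day 14, 12 of 31 keratin genes were lower in Col5a1CKO wounds where 0.84 were expected (adjusted p = 1.2e-10). Of the 48 inflammatory response genes named in Fig. S4B, 19 were higher where 2.67 were expected (adjusted p = 6.0e-11). Of 13 tested genes in the epidermis development term of Fig. S4C, 0 were called lower, although all 13 had a negative log2 fold change, with a median of -1.89. At day 19 no list was enriched, with 3 genes called in all. Of 41 keratin genes, however, 34 had a negative log2 fold change at day 19, with a median of -4.49. Of the 41, 25 had an adjusted p under 0.05 when adjusted over the list alone, against 0 over all genes. The mean Z score of the family was 0.52, 1.38 and -0.34 in WT replicates 2a to 2c and -0.47 to -0.31 in Col5a1CKO wounds. In the same order, that of 10 hair follicle genes was 1.40, 2.68 and -0.27 against -0.42 to -0.41. The keratin difference thus rests on WT replicates 2a and 2b, and its genes are not independent results. The keratin genes that the paper names were not lower at day 19. Their log2 fold changes were 0.56 for Krt6a, 0.54 for Krt6b, 0.05 for Krt16 and 0.09 for Krt17.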

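The epidermis development score averages, over the 16 genes of the Fig. S4C term found in the counts, each gene's Z score across the mapped wounds. At day 14 it was 0.68 ± 0.81 (SD, n = 7) in WT and -0.43 ± 0.66 (SD, n = 7) in Col5a1CKO wounds, a difference of -1.11 (2-sided exact permutation test, p = 0.0198). After Benjamini-Hochberg adjustment over the 20 score comparisons the p of this exact test was 0.0571, which did not pass 0.05. This adjustment was added after the unadjusted p had been seen. Of the other ways of computing the score over all 14 wounds, a Z score of log2(CPM + 1) moved the difference most, to -1.33. Within the lower library set the difference was -0.66 (exact permutation p = 0.0317), and within the upper set -1.49 (exact permutation p = 0.10, the smallest that 3 against 2 allow). Paired by replicate letter, the day 14 difference had an exact permutation p of 0.0156. At day 19 the score was -0.05 ± 0.46 in WT and -0.52 ± 0.12 in Col5a1CKO wounds (SD, n = 3 each), a difference of -0.47 (exact permutation p = 0.20, where the smallest possible is 0.10). The difference between the day 14 and day 19 effects was 0.64 (permutation of the day labels within genotype, p = 0.332). The paper names 4 wounds per genotype at day 14 for this score, and all 7 are used here because the text does not identify them. A comparison with unwounded skin was not analysed here.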

Gene ontogeny analysis demonstrated that genes related to epidermis development, epithelial differentiation, and filament organization were significantly upregulated in injured tissue of WT animals compared to uninjured animals, but epidermal genes did not demonstrate any significant upregulation in the Col5a1CKO animal after injury (Figures 2B and 2C). In contrast, gene ontogeny demonstrated that expression of inflammatory genes was significantly upregulated in the injured tissues of Col5a1CKO animals compared to WT littermates (Figures 2D and 2E). 

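The inflammatory response score, built from the 48 genes of Fig. S4B, was -0.54 ± 0.25 (SD, n = 7) in WT and 0.62 ± 0.93 (SD, n = 7) in Col5a1CKO wounds at day 14, a difference of 1.16 (2-sided exact permutation test, p = 0.0035, adjusted p = 0.0408 over the score comparisons). Inside the lower library set the difference was 1.16 (exact permutation p = 0.0714) and inside the upper set 1.05 (exact permutation p = 0.10). With the replicate letter as a block, the exact permutation p was 0.0156. At day 19 the difference was 0.11 (exact permutation p = 0.70, where the smallest possible is 0.10), and it changed sign, to -0.03, when only library size was used for normalization. The effects at the 2 days differed by -1.05 (permutation p = 0.102). Of the 48 genes, 47 had a positive log2 fold change at day 14, with a median of 1.88, and 31 had an adjusted p under 0.05 when adjusted over the list alone, against 20 over all genes. Among them Nos2 rose from 2.75 ± 1.79 to 166 ± 136 CPM (SD, n = 7 each, log2 fold change 5.91, adjusted p = 0.0031 from edgeR). Ptprc, which encodes CD45, rose by 2.14 on the log2 scale (adjusted p = 0.0104) and Itgam, which encodes CD11b, by 2.55 (adjusted p = 0.0051), each higher in every Col5a1CKO wound than in every WT wound at day 14. Il1b rose by 1.56 with overlapping groups (adjusted p = 0.427). At day 19 the log2 fold change was 0.36 for Ptprc (adjusted p = 0.832) and 0.39 for Itgam (adjusted p = 0.816). From its clusters of genes, the paper states that inflammatory genes rose in injured Col5a1CKO tissue against WT littermates, while epidermal genes did not rise there after injury.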

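Among the extracellular matrix genes, 33 of 36 collagen genes tested had a positive log2 fold change in Col5a1CKO against WT wounds at day 14, with a median of 1.19 against -0.03 for all genes. Of these, 6 were called higher and 0 lower, and this was not an enrichment after adjustment (Fisher's exact test, adjusted p = 0.068). The collagen score, over all collagen genes with a mean of at least 1 CPM, was -0.56 ± 0.23 (SD, n = 7) in WT and 0.14 ± 0.44 (SD, n = 7) in Col5a1CKO wounds (2-sided exact permutation test, p = 0.0041, adjusted p = 0.0408). Col15a1 (log2 fold change 2.42, adjusted p = 0.0031 from edgeR) and Col4a2 (1.90, adjusted p = 0.0056) were among the genes called. Inside the lower library set the score differed by 0.74 (exact permutation p = 0.0317) and inside the upper set by 0.47 (exact permutation p = 0.10). At day 19 the score was 0.12 ± 0.53 in WT and 1.21 ± 0.26 in Col5a1CKO wounds (SD, n = 3 each; exact permutation p = 0.10, the smallest possible). Collagen expression within cells was not separated from the mix of cell types in the biopsy.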

ECM organization was another pathway identified to be upregulated in Col5a1CKO animals. These genes included matrix metalloproteinases known to degrade the ECM (Figure 2E). 

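Of 18 matrix metalloproteinase genes tested at day 14, 8 were called higher in Col5a1CKO wounds and 0 lower, where 1.00 higher gene was expected (Fisher's exact test, adjusted p = 1.58e-05). Mmp10 rose from 10.9 ± 8.3 to 397 ± 577 CPM (SD, n = 7 each, log2 fold change 5.18, standard error 0.90, adjusted p = 0.0058 from edgeR). Mmp8 (log2 fold change 5.03), Mmp3 (3.61) and Mmp13 (3.42) each had an adjusted p of 0.0103. The score over the family was -0.37 ± 0.26 in WT and 0.34 ± 0.57 in Col5a1CKO wounds (SD, n = 7 each; 2-sided exact permutation test, p = 0.0064, adjusted p = 0.0417). Its difference was 0.61 within the lower library set (exact permutation p = 0.0556) and 0.77 within the upper set (exact permutation p = 0.10). At day 19 it was 0.52 (exact permutation p = 0.10, the smallest possible), with 0 genes of the family called.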

Immunostaining confirmed increased accumulation of CD45^+^ and CD11b^+^ inflammatory cells in the tissues of Col5a1CKO animals at day 19 after tissue injury (Figures 2F and S3). As histology of the injured region had demonstrated loose organization of granulation tissue in the Col5a1CKO, we next measured collagen content using biochemical assays and observed that total collagen content was significantly decreased in the Col5a1CKO animals compared to the WT littermates (Figure 2G).

**Figure 2:**
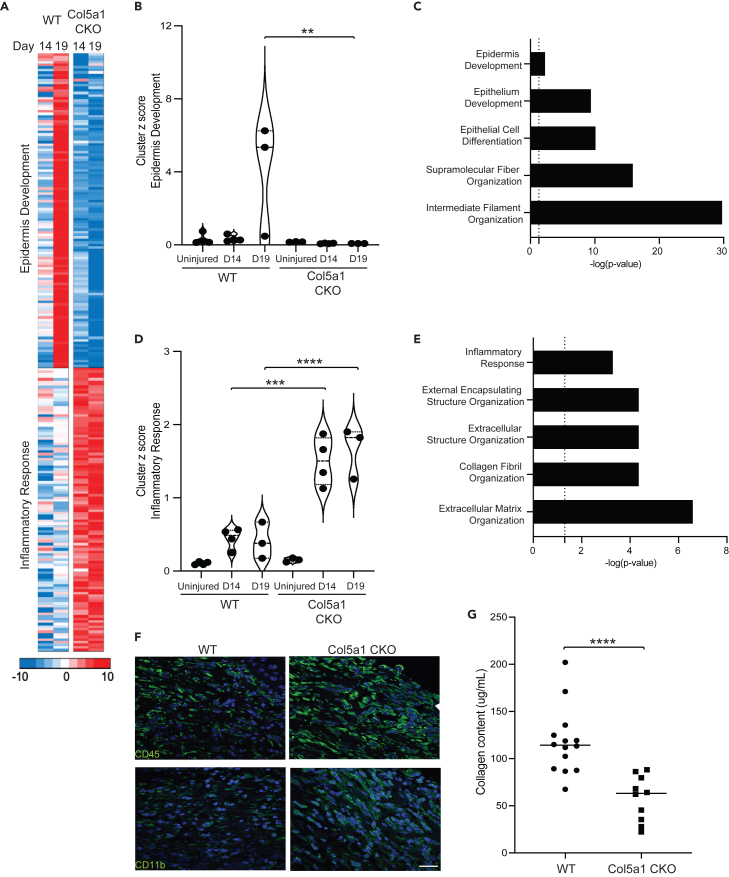
Col5a1CKO mice exhibit altered expression of epidermal and inflammatory genes following skin wounding (A) Heatmap showing significant K mean clusters for genes (*p* < 0.05) differentially expressed (at least 2-fold difference in expression at day 14 and day 19) between wounded WT and Col5a1CKO mice. Gene enrichment analysis allows us to label them epidermis development and inflammatory response. (B) *Z* score analysis of genes in epidermis development (Uninj = unwounded skin; *n* = 2 for day 14 and day 19, WT day 14 *n* = 4 [2M, 2F]; WT day 19 *n* = 3 [1M, 2F]; Col5a1CKO day 14 *n* = 4 [2M, 4F]; Col5a1CKO day 19 *n* = 3 [1M, 2F]; one-way ANOVA was performed with Tukey post hoc analysis; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). (C) Results of gene enrichment analysis for cluster by −log *p* value. (D) *Z* score analysis of genes in inflammatory response (Uninjured = unwounded skin; *n* = 3 for day 14 and day 19, WT and Col5a1CKO *n* = 4 at day 14 and *n* = 3 at day 19 after wounding; one-way ANOVA was performed with Tukey post hoc analysis; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). (E) Results of gene enrichment analysis for cluster by *p* value. (F) Representative (*n* = 3–5 per group; scale bar represents 50 mm) immunofluorescent images of CD45 and CD11b cells (arrows) in wounds of WT vs. Col5a1CKO animals demonstrating an increase in cell infiltrates in Col5a1CKO mice. (G) Total collagen by biochemical determination in wounds at day 14 (WT *n* = 14 [6M, 8F]; Col5a1CKO *n* = 10 [5M, 5F]; line indicates mean; unpaired test *p* < 0.0001).

### Modulation of integrin signaling or injection of WT fibroblasts into wound bed of Col5a1CKO injured tissues to attenuate wound healing defects

We have previously demonstrated that injured cardiac tissue deficient in type V collagen have abnormal mechanical properties.^11^ The matrix of the injured skin tissue of the Col5a1CKO demonstrated fibrillar disarray, and we performed atomic force microscopy (AFM) of the tissue bed at day 14 and observed a significantly lower Young’s modulus or stiffness (Figure 3A). This is consistent with the abnormal architecture of the matrix as well as decreased collagen deposition observed in the wounds of Col5a1CKO animals. We had also observed that in the heart, abnormal matrix formation was in part determined by mechanosensitive integrin dependent signaling.^11^ Blockade of alpha v beta 3 (***α***v***β***3) with the small molecule cilengitide led to rescue of matrix abnormalities and partial rescue of the defective wound healing observed in the type V collagen-deficient heart tissue.^11^ Individuals with EDS are known to harbor increased expression of ***α***v***β***3 in skin myofibroblasts.^15^ We performed flow cytometry of injured skin of WT and Col5a1CKO animals at 7 days after wounding to determine expression of **α**v**β**3 and observed significant increased expression of αvβ3 in cells isolated from the injured skin of Col5a1CKO animals compared to WT controls (Figures 3B and 3C). As blockade of ***α***v**β**3 signaling with cilengitide had augmented repair in the heart deficient in type V collagen,^11^ we next determined whether administration of cilengitide would rescue wound healing defects of the skin in the Col5a1CKO animal. For this purpose, we subjected the Col5a1CKO animal to skin wounding and injected cilengitide (20 mg/kg intraperitoneal [i.p.]) from days −1 to 13 after skin wounding. Animals were imaged serially over 14 days (Figure 3D) and we observed that cilengitide significantly enhanced wound closure in Col5a1CKO animals compared to injured Col5a1CKO animals injected with vehicle at day 14 (Figure 3E). These observations are consistent with our earlier published observations demonstrating the modulation of ***α***v***β***3 mechanosensitive signaling enhances wound healing defects in Col5a1CKO animals.

**Figure 3:**
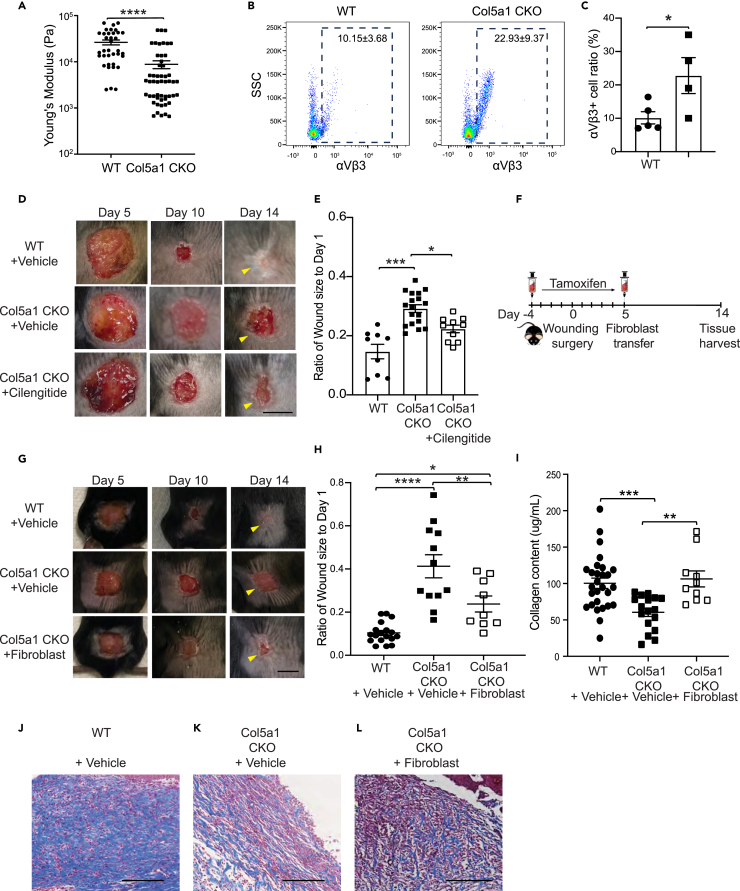
Cilengitide or injection with WT fibroblasts attenuates wound healing defects in Col5a1CKO mice (A) Young’s modulus measurements from injured regions (36 measurements for WT and 52 for Col5a1CKO from at least 3 different mice per group; line indicates mean±SEM Mann-Whitney test *p* < 0.0001). (B) Representative flow dot plots of αvβ3 by in day 14 wounds of WT and Col5a1CKO animals. (C) Quantification of % of αvβ3 CD45^−^ cells in skin of WT and Col5a1CKO animals via flow cytometry (WT *n* = 4 [2M, 3F]; Col5a1CKO *n* = 4 [2M, 2F]; error bars represent SEM; unpaired t test). (D) Representative images of mouse wounds in WT and Col5a1CKO animals treated with vehicle or cilengitide (scale bar represents 50 mm). (E) Wound size (normalized to initial wound size) demonstrating augmented healing in cilengitide treated Col5a1CKO animals at day 10 (WT *n* = 9 [4M, 5F]; Col5a1CKO *n* = 18 [8M, 10F]; Col5a1CKO + cilengitide *n* = 10 [4M, 6F]; error bars represent SEM; one-way ANOVA with Holms-Sidak’s multiple comparisons test ∗∗*p* < 0.01; ∗∗∗*p* < 0.00001). (F) Experimental design showing timing for treatment of animals with tamoxifen and the injection of WT fibroblasts into skin wounds. (G) Representative images of mouse wounds over time (scale bar represents 50 mm) for WT, Col5a1CKO + vehicle, or Col5a1CKO + fibroblast-treated animals. (H) Wound size on day 14 demonstrating augmented healing in Col5a1CKO mice injected with fibroblasts (WT *n* = 18; Col5a1CKO *n* = 11; Col5a1CKO + cilengitide *n* = 10; line represents mean±SEM one-way ANOVA with Holms-Sidak’s multiple comparisons test ∗*p* = 0.0256; ∗∗*p* = 0.006; ∗∗∗∗*p* < 0.0001). (I) Total collagen content in wounds at day 14; line represents mean±SEM (one-way ANOVA with Holms-Sidak’s multiple comparisons test ∗∗∗*p* = 0.0009, ∗∗*p* = 0.0022; *n* = 28 WT + vehicle; *n* = 17 Col5a1 CKO+vehicle; *n* = 10 Col5a1CKO + fibroblast). (J–L) Masson trichrome staining of wounds. (J) WT + vehicle, (K) Col5a1CKO + vehicle, and (L) Col5a1CKO + fibroblasts on day 14 (*n* = 3 per group) demonstrating fibrotic collagen in healed wounds of WT mice and granulation tissue in unhealed wounds of both Col5a1CKO groups. Col5a1CKO animals that received fibroblasts demonstrated thicker dermal granulation tissue with more collagen and higher cellularity than Col5a1CKO mice that did not receive fibroblasts (scale bar represents 100 mm).

As the ECM depleted of type V collagen is abnormal with fibrillar disarray, we hypothesized that injection of WT fibroblasts into wounds of Col5a1CKO animals should partially rescue wound healing defects. For this purpose, we isolated fibroblasts from the skin of WT animals and injected 5 × 10^6^ fibroblasts intradermally into the wound bed of Col5a1CKO animals at 3 days after skin wounding and harvested the animals at day 14 to determine the effects of injecting WT fibroblasts on wound repair (Figure 3F). We observed that Col5a1CKO animals exhibited a marked defect in wound healing with unhealed wounds, but by day 14, the Col5a1CKO animals that received the WT fibroblasts exhibited significant attenuation of wound healing defects (Figures 3G and 3H). The Col5a1CKO animals that received the fibroblasts had a 50% significant improvement in the wound size by day 14 compared to vehicle-injected Col5a1CKO animals (Figure 3H) We also compared Col5a1CKO fibroblasts transferred into Col5a1CKO animals and did not observe any improvement in wound healing in Col5a1CKO wound animals injected with Col5a1CKO fibroblasts (S2). Biochemical measurement of collagen content demonstrated a complete rescue of the deficits in collagen deposition in the Col5a1CKO animals that received the fibroblasts and the amount of collagen deposited was not significantly different than the WT littermates (Figure 3I). Masson trichrome staining of the injured tissue bed demonstrated fibrotic collagen in healed wounds of WT + vehicle mice (Figure 3J) and granulation tissue in unhealed wounds of Col5a1CKO animals with and without the addition of WT fibroblasts (Figures 3K and 3L). Col5a1CKO mice that received fibroblasts displayed thicker dermal granulation tissue with more collagen and higher cellularity than Col5a1CKO mice that did not receive fibroblasts (Figure 3L).

### Injection of fibroblasts enhances epidermal gene expression and attenuates inflammatory gene expression in injured tissue of Col5a1CKO animals

We next determined whether injection of WT fibroblasts into wounds of Col5a1CKO animals altered the transcriptional response to tissue injury. 

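The fibroblast experiment was sequenced in 3 Col5a1CKO wounds at day 14 that had received WT fibroblasts at day 3. They are compared here with the 7 WT and 7 Col5a1CKO wounds of the same day, which share their table of raw counts deposited by the authors. These 3 libraries had 29126551 to 35700325 counts each over 1 row per symbol (median 30451545). All 3 belong to the upper library set, in which GC-rich genes have higher counts relative to GC-poor genes, together with WT replicates e to g and Col5a1CKO replicates f and g. Inside that set the comparison with untreated Col5a1CKO wounds is 3 against 2.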

We induced skin wounding in WT and Col5a1CKO animals and injected Col5a1CKO animals with either vehicle or WT fibroblasts as described earlier (Figure 3F). Tissues were then harvested at 14 days after skin wounding and subjected to bulk RNA-seq. 

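Between Col5a1CKO wounds with and without WT fibroblasts, 0 genes had an adjusted p under 0.05 and a fold change of at least 2 (edgeR quasi-likelihood test, 3 against 7, 15659 genes tested). At an unadjusted p under 0.05, 37 genes were higher and 854 lower with fibroblasts. DESeq2 called 9 higher and 10 lower. A fit with the replicate letter as a block called 1415 higher and 1125 lower, but it can use only Col5a1CKO replicates a to c, which all lie in the lower library set while the treated wounds all lie in the upper set. Batch and treatment cannot be told apart in that fit. Inside the upper set 0 genes were called, and 69 at an unadjusted p under 0.05. Against WT wounds, the treated wounds had 578 genes higher and 316 lower (3 against 7, 15317 genes tested). Inside the upper set, 3 against 3, these counts were 2999 and 1691. There the WT wounds had RNA of Y chromosome genes and the treated wounds Xist, so sex and treatment are not separated. On simulated counts with the spread of these libraries, the same test recovered 55% of 200 genes changed 4-fold.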

We focused on genes regulating epidermal development and inflammation as we had observed these gene clusters to be differentially expressed in injured tissues of Col5a1CKO versus WT littermates (Figure 4A). For the cluster of epidermal genes, we observed that injection of WT fibroblasts into Col5a1CKO wounds led to significant increase in expression of critical epidermal genes such as Krt6a, Krt6b, Krt16, and Krt17 (Figure 4B). 

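Krt6a (NM_008476) and Krt6b (NM_010669) lie side by side on chromosome 15 of NCBI37/mm9, from 101520363 to 101524738 and from 101506465 to 101510720 on the minus strand. They are paralogs, and beyond allowing each read to be aligned once the paper's text does not say how reads shared between them were counted. Krt16 (NM_008470) and Krt17 (NM_010663) lie on chromosome 11, from 100107405 to 100110276 and from 100117531 to 100122343 on the minus strand. Krt6a had a median of 1076 RPKM in WT wounds, 52.3 in Col5a1CKO wounds and 1042 in Col5a1CKO wounds with WT fibroblasts (n = 7, 7 and 3). In the same order the medians were 2362, 68.2 and 1245 RPKM for Krt6b, 1819, 52.1 and 1981 for Krt16, and 667.7, 63.4 and 928 for Krt17. The Col5a1CKO wounds spread widely, from 0.86 to 2028 RPKM for Krt6a, because replicates d and g had 1621 and 2028 while the other 5 had 0.86 to 140.1. In CPM, Krt16 was 1866 ± 3238 (SD, n = 7) without and 3750 ± 1359 (SD, n = 3) with fibroblasts, a log2 fold change of 1.00 (standard error 1.88, adjusted p = 0.816 from edgeR). The log2 fold change was 0.92 for Krt6a (adjusted p = 0.822), 0.83 for Krt6b (adjusted p = 0.837) and 1.28 for Krt17 (adjusted p = 0.743). A 2-sided exact permutation test on log2(CPM + 1) gave p = 0.15 for Krt6a and Krt6b and 0.125 for Krt16 and Krt17. The alternative that moved the fold changes most was the replicate letter as a block, which leaves out Col5a1CKO replicates d to g and gave 5.92 for Krt16 (adjusted p = 0.0825). With the library set as a covariate, a setting chosen after the data were seen, the log2 fold change was -0.01 for Krt6b and -0.13 for Krt16. All treated wounds lie in the upper set, where the only untreated wounds are replicates f and g. These had 3.77 and 2377 RPKM for Krt6b and 4.10 and 3823 for Krt16. The untreated level in that fit therefore comes mostly from replicate g. The direction was not reversed for Krt6a and Krt17. Against WT, untreated Col5a1CKO wounds had a log2 fold change of -1.44 for Krt6a, -1.86 for Krt6b, -1.38 for Krt16 and -0.87 for Krt17, with adjusted p from 0.338 to 0.672. On log2(CPM + 1), the exact permutation p for that comparison was 0.0157 for Krt6a and Krt16, 0.0111 for Krt6b and 0.0326 for Krt17, and each was 0.10 or above after adjustment.

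**Figure D1:**
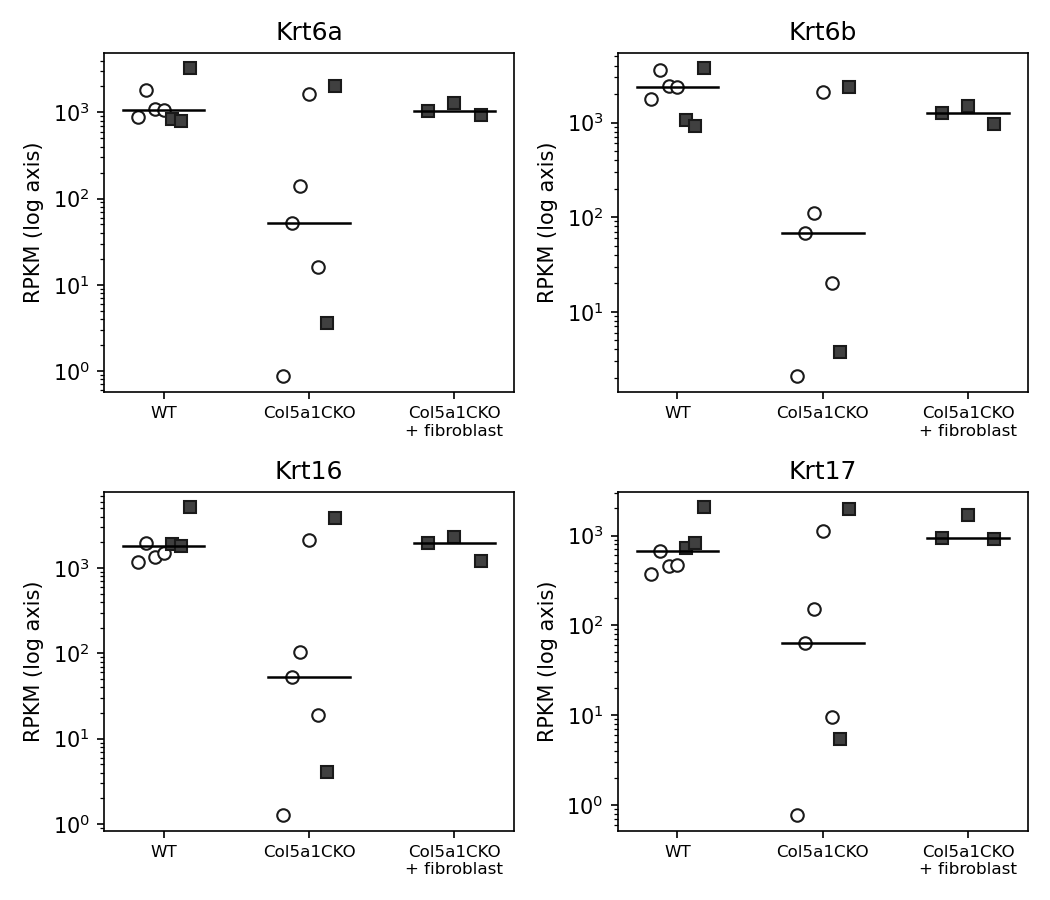
RPKM of Krt6a, Krt6b, Krt16 and Krt17 on log axes in day 14 wounds of WT (n = 7), Col5a1CKO (n = 7) and Col5a1CKO mice with WT fibroblasts (n = 3). Each point is a wound, open circles are libraries of the lower set, filled squares those of the upper set, and lines are medians. Replicates d and g are the 2 highest Col5a1CKO wounds for Krt16 and Krt17.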

In particular, Krt16/17 have been shown to play a critical role in wound healing of the skin,^16^ and increased expression of these critical keratins in Col5a1CKO animals injected with fibroblasts is consistent with their enhanced wound healing phenotype. The cluster of inflammatory genes that was upregulated in injured tissues of Col5a1CKO animals versus WT animals exhibited significant attenuation of expression in the Col5a1CKO animals that received WT fibroblasts (Figure 4A). 

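Of the 48 inflammatory response genes, 22 had a positive and 26 a negative log2 fold change in Col5a1CKO wounds with WT fibroblasts against those without, with a median of -0.10, and 0 were called. Adjusted over the list alone, 0 also passed an adjusted p of 0.05. Ptprc changed by -0.37 on the log2 scale (standard error 0.52, adjusted p = 0.757 from edgeR) and Itgam by -0.32 (standard error 0.50, adjusted p = 0.781). Il1b was 1817 ± 1738 CPM (SD, n = 7) without and 1687 ± 553 (SD, n = 3) with fibroblasts (adjusted p = 0.956). From the observations it reports, the paper concludes that WT fibroblasts favorably alter the response to wounding in Col5a1CKO animals.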

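The inflammatory response score at day 14 was 0.65 ± 0.45 (SD, n = 3) in Col5a1CKO wounds with WT fibroblasts. It differed from untreated Col5a1CKO wounds by 0.03 (2-sided exact permutation test, p = 0.967), and within the upper library set by 0.28 (exact permutation p = 0.60). Its difference from WT wounds was 1.19 (exact permutation p = 0.0083, the smallest that 3 against 7 allow, adjusted p = 0.0417), and 1.33 within the upper set (exact permutation p = 0.10, the smallest that 3 against 3 allow). The comparison with untreated Col5a1CKO wounds changed sign, to -0.55, with the replicate block, which uses replicates of different library sets (exact permutation p = 0.50). The epidermis development score was -0.02 ± 0.30 (SD, n = 3), a difference of 0.41 from untreated Col5a1CKO wounds (exact permutation p = 0.367) that was -0.04 within the upper set (exact permutation p = 1.0). The untreated wounds of the upper set lay far apart, at -0.80 for replicate f and 0.85 for replicate g.

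**Figure D2:**
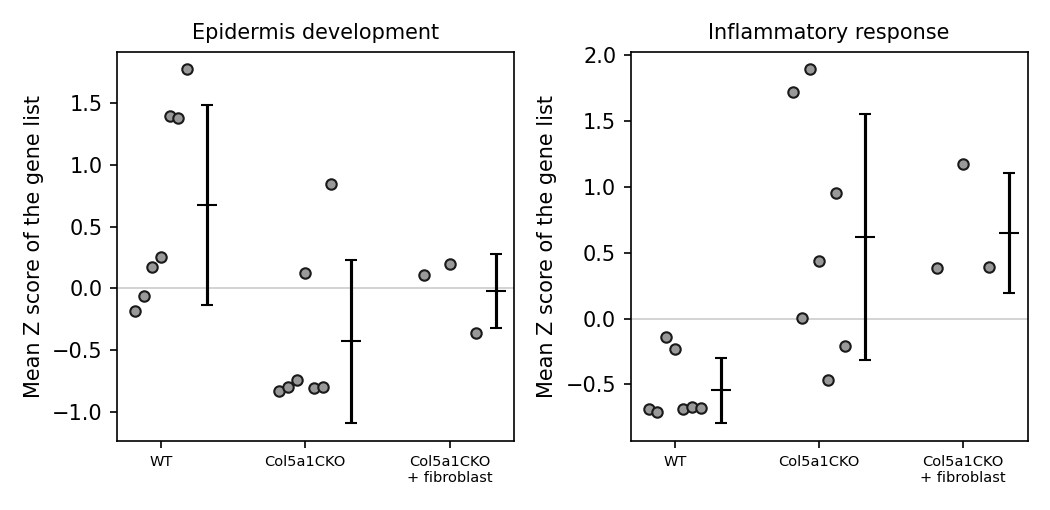
Mean Z score of the epidermis development and inflammatory response lists in WT (n = 7), Col5a1CKO (n = 7) and Col5a1CKO wounds with WT fibroblasts (n = 3) at day 14. Points are wounds, and the bars beside them are the mean and SD.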

The inflammatory transcriptional response measured by a *Z* score was significantly downregulated in Col5a1CKO animals that received fibroblasts compared to WT animals (Figure 4C). 

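For the cilengitide experiment, wounds of 4 WT mice with vehicle, 4 Col5a1CKO mice with vehicle and 4 Col5a1CKO mice with cilengitide, an inhibitor of integrin αvβ3 given at 20 mg/kg, were sequenced at day 14. The authors deposited raw counts with 1 row per gene symbol for 22830 symbols. That the methods of the RNA-seq section cover these libraries is not stated in the text. Totals were 52136431 to 66605505 counts in the WT group, 51211600 to 65387348 in the Col5a1CKO vehicle group and 57447326 to 68266760 in the cilengitide group. These libraries showed no wide gap by GC content, with a widest gap of 0.22 on the log2 scale. The difference between GC-rich and GC-poor genes still went with the group. It was -0.548 to -0.204 in the Col5a1CKO vehicle libraries and -0.174 to 0.127 in the WT vehicle and cilengitide libraries, without overlap. Col5a1CKO vehicle wounds had 2706 genes higher and 2065 lower than WT vehicle wounds (edgeR, 4 against 4, 15434 genes tested). Of the genes called in this comparison and in the day 14 comparison of the fibroblast experiment, 1016 changed in the same direction and 0 in opposite directions, where 142 higher in both and 50.2 lower in both were expected.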

We also performed bulk RNA-seq on WT + vehicle, Col5a1CKO + vehicle, and Col5a1CKO + cilengitide at day 14 and saw similar results as the bulk RNA-seq with the addition of WT fibroblasts (Figure S4). 

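The epidermis development score was -1.07 ± 0.35 (SD, n = 4) in Col5a1CKO wounds with vehicle and 0.45 ± 0.20 (SD, n = 4) with cilengitide, a difference of 1.53 (2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, adjusted p = 0.0571). The inflammatory response score was 0.98 ± 1.22 (SD, n = 4) with vehicle and -0.41 ± 0.14 (SD, n = 4) with cilengitide, a difference of -1.39 (exact permutation p = 0.0571, adjusted p = 0.104). Both lists were read from Fig. S4, which was drawn from these same samples, so these scores are not an independent test of the lists. Krt16 was 772 ± 1324 CPM (SD, n = 4) with vehicle and 6680 ± 1184 (SD, n = 4) with cilengitide (log2 fold change 3.12, adjusted p = 0.169 from edgeR), with every cilengitide wound above every vehicle wound.

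**Figure D3:**
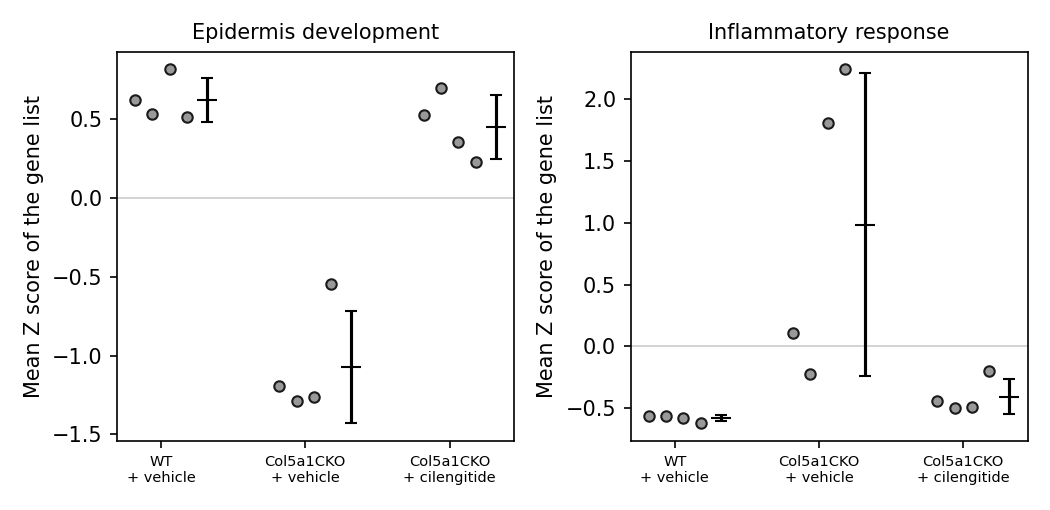
Mean Z score of the epidermis development and inflammatory response lists in WT wounds with vehicle, Col5a1CKO wounds with vehicle and Col5a1CKO wounds with cilengitide (n = 4 each) at day 14. Points are wounds, and the bars beside them are the mean and SD.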

Specifically, we observed a decrease in the inflammatory response signature and an increase in the epidermis development signature of Col5a1CKO animals treated with cilengitide compared to Col5a1CKO animals + vehicle. The inflammatory response and epidermis development signatures from Col5a1CKO + cilengitide-treated animals were similar to the signatures seen in WT + vehicle animals. 

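Against WT wounds with vehicle, Col5a1CKO wounds with cilengitide differed by -0.17 in the epidermis development score (2-sided exact permutation test, p = 0.257) and by 0.17 in the inflammatory response score (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0571). The inflammatory difference was 0.71 with a Z score of log2(CPM + 1) and 1.06 with Z scores over the groups compared. Of the inflammatory response genes, 26 of 47 were called higher and 1 lower than in WT. Across all genes, 799 were higher and 532 lower (edgeR, 4 against 4, 15514 genes tested), and the fits that left out 1 replicate gave 1 to 1192 higher and 0 to 619 lower. Nos2 remained higher than in WT (log2 fold change 4.34, adjusted p = 0.0432 from edgeR). The paper states that the signatures with cilengitide were similar to those of WT, and from its observations concludes that the treatment favorably alters the transcriptional response to wounding.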

Interleukin 1β (IL-1β) is an inflammatory cytokine that is upregulated in chronic non-healing wounds in humans and in diabetic mice and thought to impair the wound healing response.^17^ We measured IL-1β in injured tissues of Col5a1CKO and WT animals at day 14 after injury and observed significantly increased levels of IL-1 β in injured tissues of Col5a1CKO animals (Figure 4D). However, IL-1β levels in Col5a1CKO animals injected with fibroblasts was significantly decreased compared to Col5a1CKO animals and were not different from those of injured tissues of WT animals (Figure 4D). Immunostaining for inflammatory cells in injured tissues also demonstrated that the fraction of CD11b^+^ cells in the injured region was significantly decreased in the Col5a1CKO animals that received fibroblasts compared to Col5a1CKO animals that received vehicle (Figures 4E, 4F, and S3). Taken together, these observations demonstrate that injection of WT fibroblasts or treatment of Col5a1CKO animals with cilengitide not only leads to augmented wound healing with significantly greater closure of wounds, but favorably alters the transcriptional response to wounding with greater expression of genes associated with epidermis development and attenuation of the inflammatory response.

**Figure 4:**
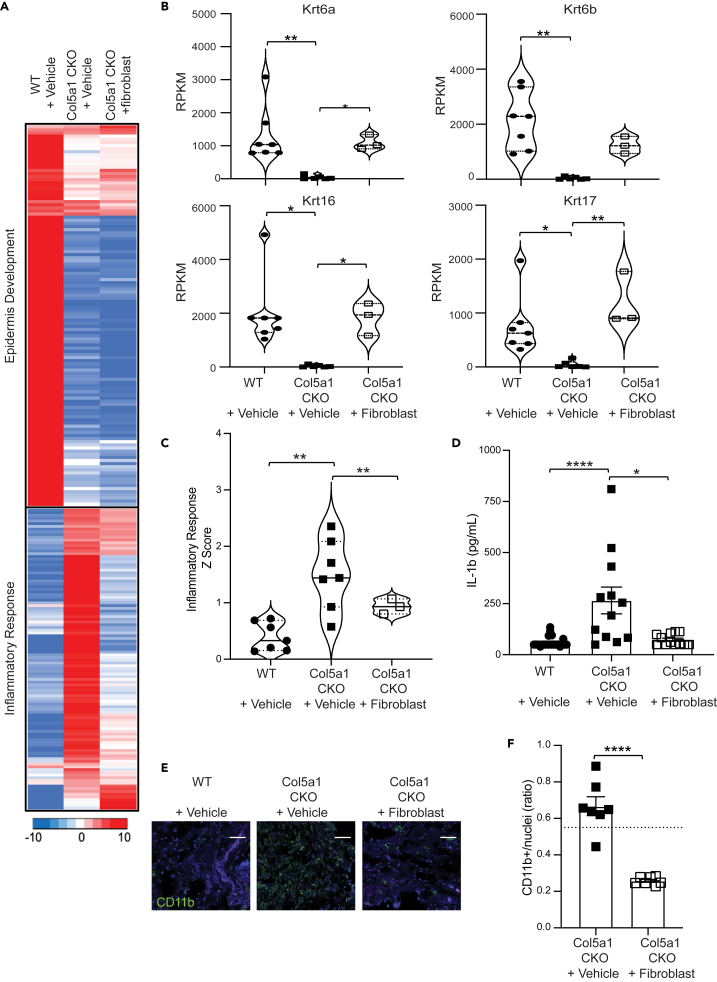
RNA-seq of Col5a1CKO mice receiving WT fibroblasts display increased keratin gene expression and significantly reduced inflammatory response (A) Heatmap showing significant K mean clusters for genes differentially expressed (*p* < 0.05, at least 2-fold difference in expression) in wounds of WT and Col5a1CKO mice at day 14 compared with Col5a1CKO animals treated with WT fibroblasts. (B) Bulk RNA sequencing (RPKM) expression levels for keratin 6a, 6b, 16, and 17. Gene expressions of these genes are significantly improved in mice transplanted with WT fibroblasts. (C) *Z* score showing gene enrichment analysis for inflammatory response cluster by *p* value (WT + vehicle *n* = 7 [4M, 3F]; Col5a1CKO + vehicle *n* = 7 [3M, 4F]; Col5a1CKO + fibroblast *n* = 3 [1M, 2F]). (D) IL-1β cytokine level (day 14) in WT or Col5a1CKO mice treated with vehicle or fibroblasts (Kruskal-Wallis with Dunn’s multiple comparison test; WT + vehicle *n* = 25 [11M, 14F], Col5a1CKO + vehicle *n* = 12 [5M, 7F], Col5a1CKO + fibroblast *n* = 12 [6M, 6F]; Kruskal-Wallis with Dunn’s multiple comparison test ∗*p* < 0.05, ∗∗∗∗*p* < 0.0001). (E) Representative immunofluorescent staining for CD11b (arrows) in day 14 wounds of WT or Col5a1CKO animals treated with vehicle or fibroblasts (*n* = 3 per group; scale bar represents 50 mm). (F) Quantification of CD11b cells in sections, at least 100 cells counted from 3 independent animals (Col5a1CKO + vehicle *n* = 7, Col5a1CKO + fibroblast *n* = 8; error bars represent SEM; unpaired t test *p* < 0.0001).

## Discussion

Defective wound healing is one of the most common and debilitating symptoms in cEDS but no effective treatments yet exist for augmenting wound healing in this condition. We demonstrate that the Col5a1CKO animal remarkably phenocopies human wound healing defects in cEDS. A previously described haploinsufficient model had also demonstrated wound healing defects but in that instance as *Col5a1* had been deleted *in utero*, it was difficult to exclude secondary compensatory changes that could have affected wound healing.

The Col5a1CKO model described by us thus can directly examine the role of type V collagen in wound healing as deletion of *Col5a1* occurs at the time of wounding. We observed that skin wounds demonstrated delayed closure and exhibited decreased mechanical strength and broad scarring. Such a phenotype of defective wound healing is commonly observed in humans with cEDS, thus making the model suitable for investigating the biology of wound healing defects in cEDS. Our data suggest that abnormalities of the matrix with collagen fibrillar disarray, altered mechanical, properties and decreased collagen deposition contribute to wound healing defects in cEDS. Regrowth of the epidermis at the edges of the wound is critical for effective wound closure but the Col5a1CKO animal demonstrated significant downregulation of epidermal growth or development, along with a persistent inflammatory infiltrate. Persistence of inflammation can be commonly observed in individuals with cEDS, often secondary to poor healing or recurrent trauma.^1^ Transcriptomic analysis of wounds of Col5a1CKO animals demonstrated decreased expression of ECM genes and biochemical measurements confirmed decreased collagen deposition. These observations are consistent with recent studies of skin fibroblasts from patients with cEDS that showed decreased expression of canonical genes of fibroblast activation.^9^ Using this murine model that recapitulates wound healing defects in human cEDS, we demonstrate that mechanical properties of the wound are abnormal, with wounds lacking mechanical strength. We show here that the wounds of Col5a1CKO animals are enriched in ***α***v***β***3 expression and those findings are also consistent with human data demonstrating abundant expression of various integrins and specifically **α**v**β**3 in myofibroblasts in skin of humans with cEDS.^15^ In a model of cardiac injury, we have previously demonstrated that cilengitide, which is known to inhibit ***α***v***β***3 signaling, can partially rescue aberrant mechanosensitive integrin signaling and lead to enhanced wound healing in type V collagen-deficient animals.^11^ Consistent with those observations, we demonstrate that the small molecule cilengitide can also partially rescue skin wound healing defects in the Col5a1CKO animal. As the matrix appears to the primary abnormality contributing to defective wound healing in cEDS, we demonstrate that cellular therapy by injection of WT skin fibroblasts into skin wounds of Col5a1CKO animals or the treatment of Col5a1CKO animals with cilengitide can significantly enhance wound healing and reverse adverse changes in gene expression affecting epidermal and inflammatory genes. Wounds of treated Col5a1CKO animals (with either WT fibroblasts or cilengitide) demonstrated rescue of expression of epidermal genes regulating epidermal repair as well as decreased expression of pro-inflammatory genes. The wounds exhibited significantly greater amount of collagen deposition and overall the closure of the wounds was enhanced within 14 days of injury. Both the inflammatory response and epidermis development pathway could be potential targets for improving wound healing. Taken together, these observations demonstrate a murine model of cEDS and provide insight into modulation of integrin-based mechanosensitive signaling as well as cellular injection of fibroblasts that could serve as potential therapeutic strategies for enhancing wound healing in cEDS.

### Limitations of the study

In this study, we demonstrate how loss of type V collagen in wound fibroblasts disrupts the ECM of healing wounds resulting in severe wound healing defects, recapitulating a major feature of the human disease, cEDS. While we show that inhibition of integrin signaling by systemic administration of cilengitide can improve wound healing as a proof of concept, topical administration for wounds would be a preferable treatment modality for cutaneous wounds. These experiments need to be performed in order to translate this treatment modality as a potential therapeutic for patients. In addition, while we show that deletion of *Col5a1* leads to wounds that are more inflamed, whether exaggerated wound inflammation contributes to wound healing defects in this model or cEDS has not been examined in detail and will be evaluated in future experiments.

## Resource availability

### Lead contact

• Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Arjun Deb ().

### Materials availability

• This study did not generate new unique reagents.

### Data and code availability

• The bulk RNA sequencing in this paper are deposited in NCBI GEO dataset (GSE264169) and are available as of August 1, 2024.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Dr. Andrew Leask, University of Western Ontario, Canada, and Dr. David Birk, University of South Florida for providing us with the Col1a2CreERT2 and the Col5a1fl/fl mice. We also thank Rakhi Banerjee for histological and technical assistance. This study was supported by grants from the 10.13039/100000002National Institutes of Health, USA (HL149658, HL152176, HL149687, AR075867, and DK132735 to A.D. and AR079470 to P.O.S.) and a grant from the 10.13039/501100012331LEO Foundation, DK (LF-OC-21-000688 to P.S.). M.A. was supported in part by 10.13039/100000002NIH T32-GM008042.

## Author contributions

K.M.K.-S. performed *in vitro* and *in vivo* experiments, histological stains, and other bench experiments and helped with bioinformatic analysis; M.M.A. performed *in vitro* and *in vivo* experiments and histological stains. T.Y. and R.W. performed histological and *in vivo* experiments. J.M. performed atomic force microscopy experiments. P.K.P. analyzed bulk sequencing data and S.L. analyzed flow data and prepared the figures. R.H.C. and P.O.S. supervised experiments and analyzed histology and A.D. conceptualized the project, designed all experiments, interpreted the data, and wrote the manuscript.

## Declaration of interests

The authors declare no conflict of interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-integrin aVb3	Abcam	Cat# ab7166; RRID: AB_305742
Recombinant Anti-CD45	Abcam	Cat#ab10558;RRID:AB_442810
Recombinant Anti-CD11b	Abcam	Cat# ab133357; RRID AB_2650514
Goat Anti-Rabbit IgG H&L (Alexa Fluor 594)	Abcam	Cat#ab150080; RRID AB_2650602
Goat Anti-Rabbit IgG H&L (Alexa Fluor 488)	Abcam	Cat#150077; RRID AB_2630356
VECTASHIELD PLUS antifade mounting medium with DAPI	Vector Laboratories	H-2000-10
BD Cytometric Bead Array (CBA) Mouse IL-1β; Flex Set Bead E5	BD Bioscience – Fisher Scientific	Cat #BDB560232
Rabbit IgG, Isotype Control, polyclonal	Abcam	Cat#ab171870; RRID AB_2687657
Rabbit IgG, Isotype Control, monoclonal	Abcam	Cat#ab172730;RRID AB_2687931

**Chemicals, peptides, and recombinant proteins**		

Cilengitide	MCE	#HY-16141
Tamoxifen	Sigma	T5648
Permount Mounting Medium	Fisher Scientific	SP15100
Tissue-Tek OCT	Sakura Finetec	#4583
Liberase DH	Sigma	#5401054001

**Critical commercial assays**		

Sircol Insolulble Collagen Assay	Biocolor	S2000
RNAeasy Mini Kit	Qiagen	74104
Masson Trichrome Stain Kit	Thermo Scientific	87019
RNAseq data from wounded WT and Col5a1 CKO skin	This paper	GSE264169

**Experimental models: Cell lines**		

Mouse primary skin fibroblasts	This paper	N/A

**Experimental models: Organisms/strains**		

Mouse: Col1a2-CreERT:C57BL/6	Zheng et al., 2002	Zheng et al.^12^
Mouse: Col5a1 fl/fl:C57BL/6	Sun et al., 2011	Sun et al.^4^
Mouse: Col1a2-CreERTxCol5a1 fl/fl:C57BL/6	Yokota et al. 2020	Yokota et al.^11^

**Software and algorithms**		

ImageJ	NIH	https://imagej.nih.gov/ij/
FlowJo	FlowJo	https://www.flowjo.com
Prism 10	GraphPad	N/A
R package Seurat	Bioconductor	3.0.2
Enrichr	Chen et al. 2013 Kuleshov et al. 2016	Chen et al.^18^ Kuleshov et al.^19^; https://maayanlab.cloud/Enrichr/
Hisat2	Siren et al. 2014	Sirén et al.^20^
DEseq-2	Bioconductor	NA
Cluster 3.0	Hoon et al. 2004	de Hoon et al.^21^

**Other**		

Nikon Eclipse Ti2 Confocal microscopy	Nikon	https://www.microscope.healthcare.nikon.com/products/inverted-microscopes/eclipse-ti2-series
JEM1200EX transmission electron microscope	JECL	https://www.jeolusa.com/PRODUCTS/Transmission-Electron-Microscopes-TEM
TF20 TEM	FEI	
SHOCONGG-TL AFM Probes	AppNano	SHOCONGG-TL
JPK Nanowizard 4A BioAFM	Bruker, JPK	https://usa.jpk.com/products/atomic-force-microscopy/nanowizardultra-speed-2
TissueLyser LT	Qiagen	Cat. No/Id:85600
LSRFortessa X-20 SORP	BD Bioscience	N/A
Synergy H1 microplate reader	BioTek	N/A

### Experimental model and study participant details

#### Animal care and use

All animal studies were approved by the Animal Research Committee, University of California, Los Angeles. All animals were maintained at the UCLA vivarium according to the policies instituted by the American Association for Accreditation of Laboratory Animal Care. Male and female animals aged between 8 and 12 weeks were used in the study. All animals were healthy, immune-free, and drug or test naive and were not involved in other experimental procedures. Littermates were used as controls for all experiments. For generation of Col5a1CKO mice, Col1a2CreERTmice were crossed with the Col5a1 floxed^12^; B6 background) mice^4^ and progeny mice were administered tamoxifen (1 mg IP daily) for 5 days prior to wounding and continued for 5 days following injury.

#### Murine models of wounding (WIHN model)

We performed a large wound excision model as described.^22^ Mice are anesthetized with isoflurane and 100% oxygen. Ensure the deep pedal reflexes of the mouse are suppressed apply lubricating ointment to the eyes of the animal and place in the prone position. Each mouse was then administered a dose of the analgesic agent, buprenorphine. The operative region on the dorsal back was prepared by removing fur with clippers. Mouse skin is wiped in a single swipe motion 3X with an alcohol and two applications of 10% betadine. Mouse is draped then draped with a sterile cloth. Wounds are created by marking a rectangular box of defined size (1.5cm^2^) and then by cutting a full-thickness section along marked lines with sterile scissors. The wound is left open to allow for natural wound healing to occur. Pictures are taken every 2-3 days to monitor for wound healing (scabs are removed by treating animals with Vaseline 1 day prior to taking pictures to loosen up attachment). Wounds and scars were measured using Image J. Scale was set for every picture based on ruler placed next to animal. We did not see a noticeable difference in wound healing between male and female (*data not shown*) and ensured that all experiments contain both male and female animals age and sex matched to the best of our abilities. Following injection of tamoxifen, the mice did not display any signs of distress, and remained healthy without weight loss or other adverse phenotype.

#### Fibroblast isolation

Protocol modified from previously publication.^23^ Briefly, dorsal area of untreated mice was shaved and a small (1cm X 1cm) full thickness section was cut out and briefly dipped in 70% ethanol. After air drying the skin was cut into small pieces and place in a 2mL screw top tube with a Collagenase D/Pronase Enzyme solution at 37C with agitation (200rpm) for 90 mins. Digested samples are passed through a 70uM strainer and washed with complete medium. Cells are spun and resuspended in complete medium containing penicillin/streptomycin and amphotericin B. Replace the medium after 72 hours and subculture when culture reaches 70% confluency. Passaged regularly.

#### Fibroblast transfer experiments

Cultured primary cells were harvested with trypsin (0.25%) prior to the 3^rd^ passage, washed 2 times with sterile PBS and counted. Cells were resuspended in sterile PBS to a concentration of 5X10^4^/uL for a total of 5X10^6^ per wound injected intradermally into the 4 sides of the wound bed (∼1.25X10^6^ cells per side). The number of fibroblasts injected into the wound bed was determined according to a previously published manuscript.^24^ Zhang et al. showed improved wound healing with 4x10^5^ fibroblast cells implanted into 6 mm wounds (∼0.28 cm^2^). Our wound size (1.5x1.5cm) targeted an area of ∼2.25cm^2^, which would require ∼4 x 10^6^ cells. We chose to give 20% more cells since it was difficult to ensure all cells would remain in the wounds. Pictures were taken every few days to calculate the effects on wound healing. PBS alone was used as a control in mice not receiving fibroblasts. We also included experiments comparing Col5a1 CKO fibroblasts into WT and Col5a1 CKO as a controls and did not observe any improvement in WT or Col5a1 CKO wound healing (Figure S2).

#### Treatment of animals with Cilengitide

Cilengitide was purchased from (MCE, #HY-16141). Mice were given an intraperitoneal injection of Cilengitide (20mg/kg) diluted in PBS intraperitoneally daily starting 24 hours prior to wounding until day of harvest. This dose was selected because we previously found that it improved lesion size following cardiac injury.^11^ Pictures were taken every few days to calculate the effects on wound healing. PBS was used as a vehicle control. This experiment.

### Method details

#### Wound size calculation

Wounds sizes were calculated using Image J. Each wound picture contained a ruler for standardization and the scale was set for each picture before measurement was obtained.

#### Antibodies

The following primary antibodies were used for immunostaining: rabbit anti-CD45 (1:100, Abcam, ab10558); rabbit anti-Cd11b (1:100, Abcam, ab133357); rabbit anti-CD68 I (1:100, Abcam, ab125212), aVb3 (1:100, R&D MAB3050), aVb5 (1:100, Bioss, bs-1356R). Secondary Donkey anti-rabbit IgG (H+L) AlexaFluor™ Plus 488 (1:250, Invitrogen A32790) and .

#### Bulk RNA-seq

For bulk RNA-seq, a 6mm punch biopsy was taken from the middle of wound or scar cut into small pieces with sterile scissors and placed in RLT lysis buffer. Chrome beads were added and tissue was homogenized using the TissueLyser LT (Qiagen). Total RNA was prepared using RNeasy kit (Qiagen). Strand-specific libraries were generated using 400 ng of total RNA using the TruSeq stranded RNA Sample Preparation Kit (Illumina). cDNA libraries were single-end sequenced (50bp) on Illumina HiSeq 4000.

#### RNA-seq analysis

Reads were aligned to the mouse genome (NCBI37/mm9 build) with Hisat2 by allowing reads to be aligned once with up to two mismatches per read. SeqMonk (Babraham Bioinformatics) was used to quantify against the exons of Refseq genes and RPKM values for genes were calculated as described.^25^ Briefly, RPKM = (“Number of reads mapped to exons of a gene”/ “Exon length in kilo-base x Total mapped reads in million”). Significantly different gene lists were determined using the Bioconductor DESeq-2 package in R. A gene was considered significant if it met all of the following criteria: The maximum average RPKM must reach 1 in any group, the fold induction level reached 3-fold, and the induced expression level was consistently different (*P*<0.05). A k-means cluster (K=4) with Euclidean distance measurement and 100 iterations was performed with mean centered log2 RPKM of the list of significantly induced genes in CKO wound compared to WT wound on day 19 using Cluster 3.0.^21^ Initial 4 clusters were reduced 2 three by manual curation of the clusters. Two clusters which were enriched for “Epidermis regeneration genes” and “Inflammatory response genes” are represented in the figures. All heat maps displayed are of averaged RPKMs from at least three independent biological replicates that were log2 normalized and centered around mean in Cluster 3.0. Heat maps were generated using Microsoft Excel using a 3-color formatting rule based on percentiles (10, 50, 90). Z-scores were calculated by taking the average score for a list of genes by taking the raw RPKM value, subtracting the mean, and dividing by the standard deviation for each gene in the list. Gene sets from each cluster were used to find enrichment for Gene Ontology (GO) terms for biological processes using Enrichr software.^19^ Inflammatory genes enrichment in the clusters B was verified by comparing TLR4 induced RNA-seq data sets generated in primary macrophages.^25^

#### Total collagen content

Collagen Content was measure using Sircol Insoluble Collagen Assay (Biocolor S2000). A small piece of wound (∼30mg) was homogenized in a 0.1mg/mL pepsin/ 0.5M acetic acid solution and placed at 4C for 24hrs to extract soluble collagen. Lysates were spun down at 12,000 rpm for 10 minutes, supernatants were removed and placed in another tube for analysis using the same kit. The Sircol procedure was then used to extract insoluble collagen. Tissue residues were incubated with Fragmentation Reagent at 65C for 3 hours with vortex every 30 minutes. Samples were centrifuged for 12,000 rpm for 10 min. Supernatants from both the insoluble and soluble samples were diluted 1:1 with water and then mixed with 1mL of Sircol Dye Reagent for 30 minutes at room temperature with gentile shaking every 10 min. Samples were centrifuged for 10 minutes at 12K rpm, supernatants were discarded and precipitates were washed with 750uL of ice-cold Acid salt Wash reagent. Samples were again centrifuged at 12,000 rpm for 10 min and pellet was resuspended in 500uL of Alkali Reagent. 200 ul of collagen solution was transferred to a 96 well place along with 200uL of collagen standards and absorbance was measured at 550nm using Synergy H1 microplate reader (BioTek) within 1 hour of completing the collagen isolation. Concentrations were determined based on the standard curve and total collagen content was determined by adding the insoluble collagen value with the soluble collagen value.

#### Histological studies

Skin was harvested from euthanized animals and fixed in 4% formalin for 24 hours, subsequently tissues were washed in PBS, placed in 70% ethanol and brought to the Translational Pathology Core Laboratory (TPCL) core at UCLA for paraffin embedding. Samples were sectioned with 5-8mm-thickness for subsequent staining. Sections were blocked in 10% species-specific normal serum or Isotype control (Rabbit IgG (monoclonal for CD11b and polyclonal for CD45) in 1%BSA/PCS for 2 hours and primary antibodies diluted in 1%BSA/PBS at 4C overnight. Secondary antibodies were diluted in 1%BSA/PBS and incubated with sections for at least 1 hour. Slides were mounted with VECTASHIELD PLUS antifade mounting medium with DAPI (Vector Laboratories, H-2000-10). Images were taken using Nikon Eclipse Ti2 confocal microscopy (Nikon USA). Isotype control images can be seen in Figure S3.

For Masson Trichrome staining, sections were stained using Masson Trichrome Stain kit (Thermo Scientific, 87019). Briefly, slides were de-paraffinized and placed in Bouins Fluid overnight at room temperature. Slides were then stained sequentially with working Weigert’s Hematoxylin, Biebrich Scarlet-Acid Fuchsin, Phsphomolybdi/Phosphotugstic Acid, Aniline Blue Stain, 1% Acetic Acid, 3 changes of Absolute Alcohol, Xylene and mounted with Permount Mounting Medium (Fisher Scientific, SP15100).

#### Transmission electron microscopy

Samples were visualized according to.^11^ Briefly, samples were fixed in 2% glutaraldehyde in PBS at 4C for 3 hours and embedded in low-viscosity resin. Plastic-embedded samples were sectioned using UCT ultramicrotome (Leica, Austria) and diamond knife (Diatome, Austria). Sections were cut 50-55nm thick and were mounted on home-made EM grid(s) with plastic-carbon support film, stained with saturated uranyl-acetate and Sato’s lead-citrate. Sections were imaged using JEM1200EX transmission electron microscope (JEOL, Japan) at 80 kV equipped with BioScan600W digital camera (Gatan, USA). Images were prepared for publication using Photoshop (Adobe, USA).

#### Flow cytometry

Wounded skin was digested using liberase for 30 minutes at 37C. Liberase was inactivated with RPMI with 10% FCS and digested tissue was passed through a 70uM strainer. Samples were washed 2X and counted. Cells were treated with Fc block for 10 minutes at room temperature followed by staining with aVb3 antibody for 10 minutes at room temperature. Cells were washed with PBS, centrifuged at 1180 rpm for 5 minutes. Cells were then incubated with diluted Goat Anit-Rabbit IgG H&L AlexaFluor 594 secondary antibody (1:200, Abcam, ab150080) for 10 minutes at room temperature. Cells were again washed with PBS, centrifuged at 1180 rpm for 5 minutes and fixed with 2% PFA. Cells were run on the Fortessa (BD Bioscience) and data was analyzed using Flowjo software.

#### Cytometric Bead Array (CBA)

BD^tm^ Cytometric Bead Array was used according to the manufacturer’s protocol (BD Biosciences, #560232). Briefly, 20mg of wounded tissue was homogenized in PE Buffer, spun down at 12000rpm for 10minutes and supernatants were frozen until time of assay. On the day of assay 50ul of homogenized skin sample supernatant was used for assay. The recommended amount of detection reagent and capture beads were used for samples and standards. Beads were run on the Fortessa (BD Bioscience) and data was analyzed using Flowjo software, amount of IL1β was calculated using a standard curve.

#### Atomic force microscopy

For atomic force microscopy (AFM) experiments were conducted similar to (Yokota et al Cell 2020). Briefly, wounded skin was dissected and mounted in OCT (Tissue-Tek, Sakura Finetek Torrance, CA, USA) and flash frozen in liquid nitrogen-cooled isopentane. Skin tissue cryosection (30mm) were mounted onto microscope slides with an adhesive coating (#SUMGP14 Matsunami Glass Ind. Ltd, Kishiwada Osaka, Japan). AFM measurements were performed on each section in PBS using a JPK Nanowizard 4A BioAFM with a 200x200x200 mmHybridStage (Bruker/JPK BioAFM Billerica, MA,USA) coupled to a Leica M205 steroscope (Leica Microsystems, Wetzlar, Germany). Skin sections were probed with AppNano SHOCONGG-TL cantilevers with a 10 mm silicon dioxide sphere (nominal freq (kHz) – 21(8-38), k(N/m) =0.14 (0.01-0.06); AppNano Mountain View, CA USA). To evaluate tissue stiffness, Young’s modulus was calculated using >100 AFM force curves and the Hertz-Sneddon model (Sneddon, 1965). Young’s modulus data were plotted and statistics calculated in GraphPad (Prism) software using Mann-Whitney test; since values did not pass normality test.

### Quantification and statistical analysis

All data is presented as mean and standard error. The n for each experiment is mentioned in the figure legends and always represents separate biological replicates. Statistical analysis was performed using GraphPad (Prism) software. Specific tests are mentioned in figure legends and were determined based on Shapiro-Wilk normality test.

# Supplementary material for: Modulating the extracellular matrix to treat wound healing defects in Ehlers-Danlos syndrome
**Source:** iScience. 2024 Aug 6;27(9):110676. doi: 10.1016/j.isci.2024.110676
**Supplement:** Document S1. Figures S1–S4

## **Supplemental information**

### **Modulating the extracellular matrix to treat wound healing defects in Ehlers-Danlos syndrome**

**Kindra M. Kelly-Scumpia, Maani M. Archang, Prabhat K. Purbey, Tomohiro Yokota, Rimao Wu, Jackie McCourt, Shen Li, Rachelle H. Crosbie, Philip O. Scumpia, and Arjun Deb**

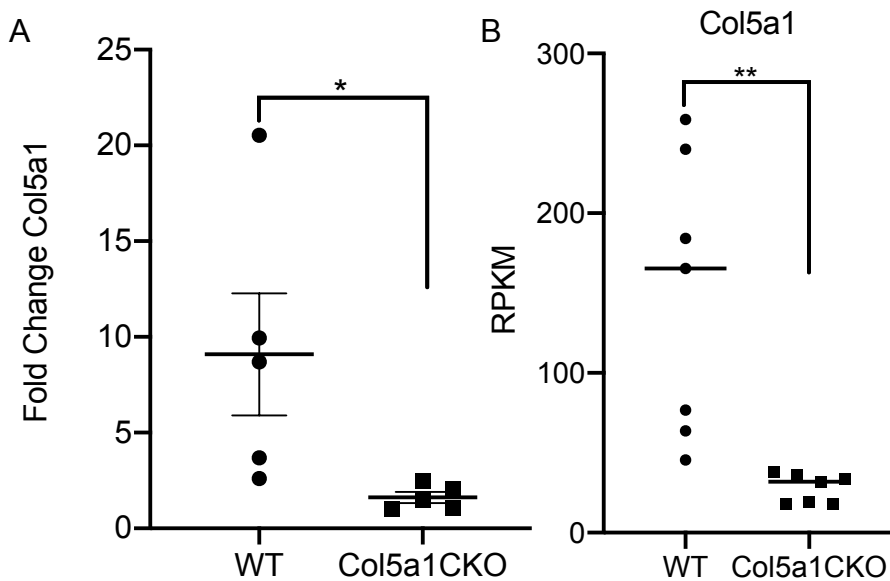

**Supplemental Figure 1. Col5a1 is decreased in Col5a1CKO animals following tamoxifen treatment, related to Figure 1.** A. PCR of WT and Col5a1CKO skin (Day 14) for Col5a1 showing a significant decrease in Col5a1 expression in Col5a1CKO animals (n=5, p<0.05 mann-whitney t-test). B. RPKM from bulk RNAseq at day 14 showing significant decrease in RPKM of Col5a1CKO skin (WT+vehicle n=7 (4M, 3F), Col5a1CKO+vehicle n=7 (3M, 4F), p<0.01 mann-whitney t-test), C. Heat map of most of the collagen genes showing decrease in Col5a1CKO animals compared to WT (Avg RPKM of mice in B).

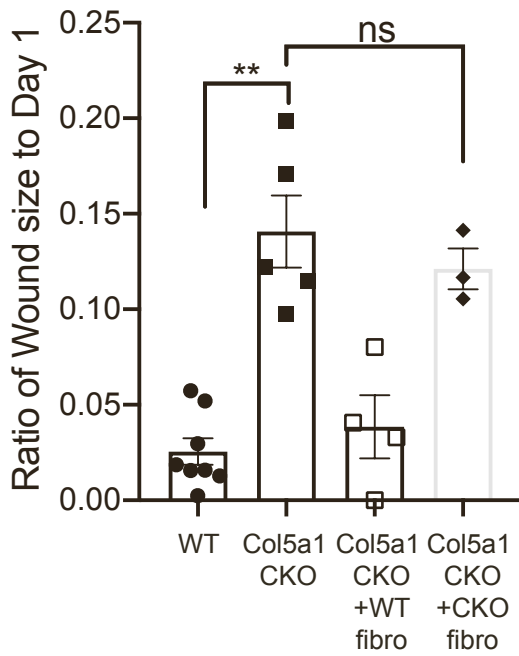

**Supplemental Figure 2. Transfer of Col5a1CKO fibroblasts has no effect on wound healing in Col5a1CKO animals, related to Figure 3.** Control experiments for the addition of WT fibroblasts. Col5a1CKO fibroblasts were cultured like WT fibroblasts and were transferred to the wound beds of Col5a1CKO animals as in Figure 3F. A total of  $5 \times 10^6$  million fibroblasts were added, this is the same amount of WT fibroblasts added and saw a significant improvement in wound healing. We did not see improvement in wound healing in Col5a1CKO animals that received Col5a1CKO fibroblasts (n=8 WT, n=5 Col5a1CKO, n=4 Col5a1CKO+WT fibroblasts, n=3 Col5a1CKO+Col5a1CKO fibroblasts; \*\* p<0.001 Dunn's multiple comparison test)

isotype control for 2F (CD45)  
Col5a1CKO IgG iso with-Goat anti rabbit\_alexa488 secondary

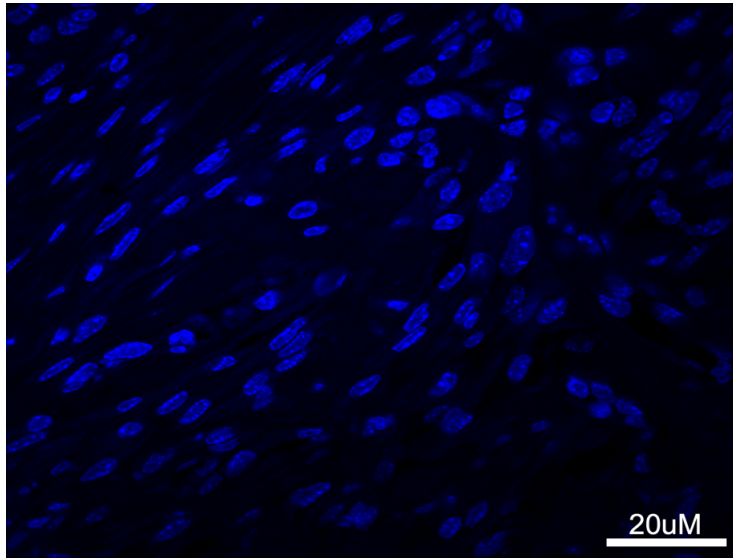

isotype control for 2F and 4E (CD11b)  
Col5a1CKO IgG iso with-Goat anti rabbit\_alexa488 secondary

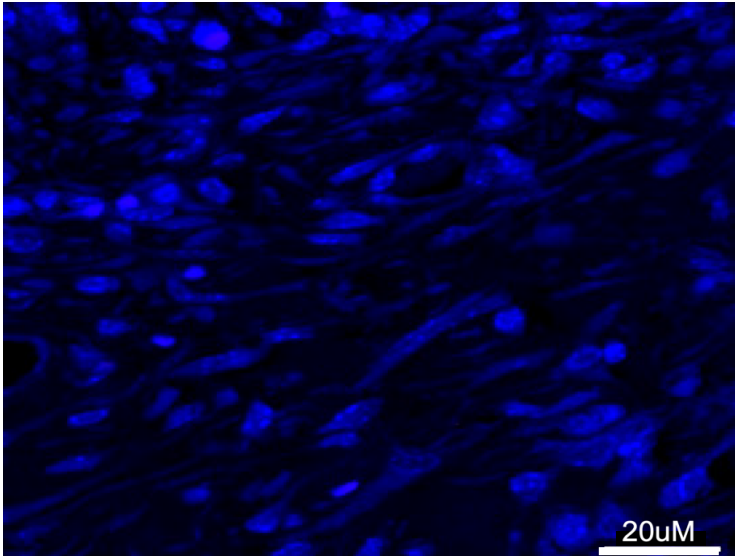

**Supplemental Figure 3. Isotype controls for Immunofluorescence staining, related to Figure 2 and 4.** A. Representative picture of isotype control staining for Figure 2F (of at least and n=3 per group). Voltages were set on isotype controls and no difference was seen between samples. B. Representative picture of isotype control staining for Figure 4E (of at least and n=3 per group). Voltages were set on isotype controls and no difference was seen between samples.

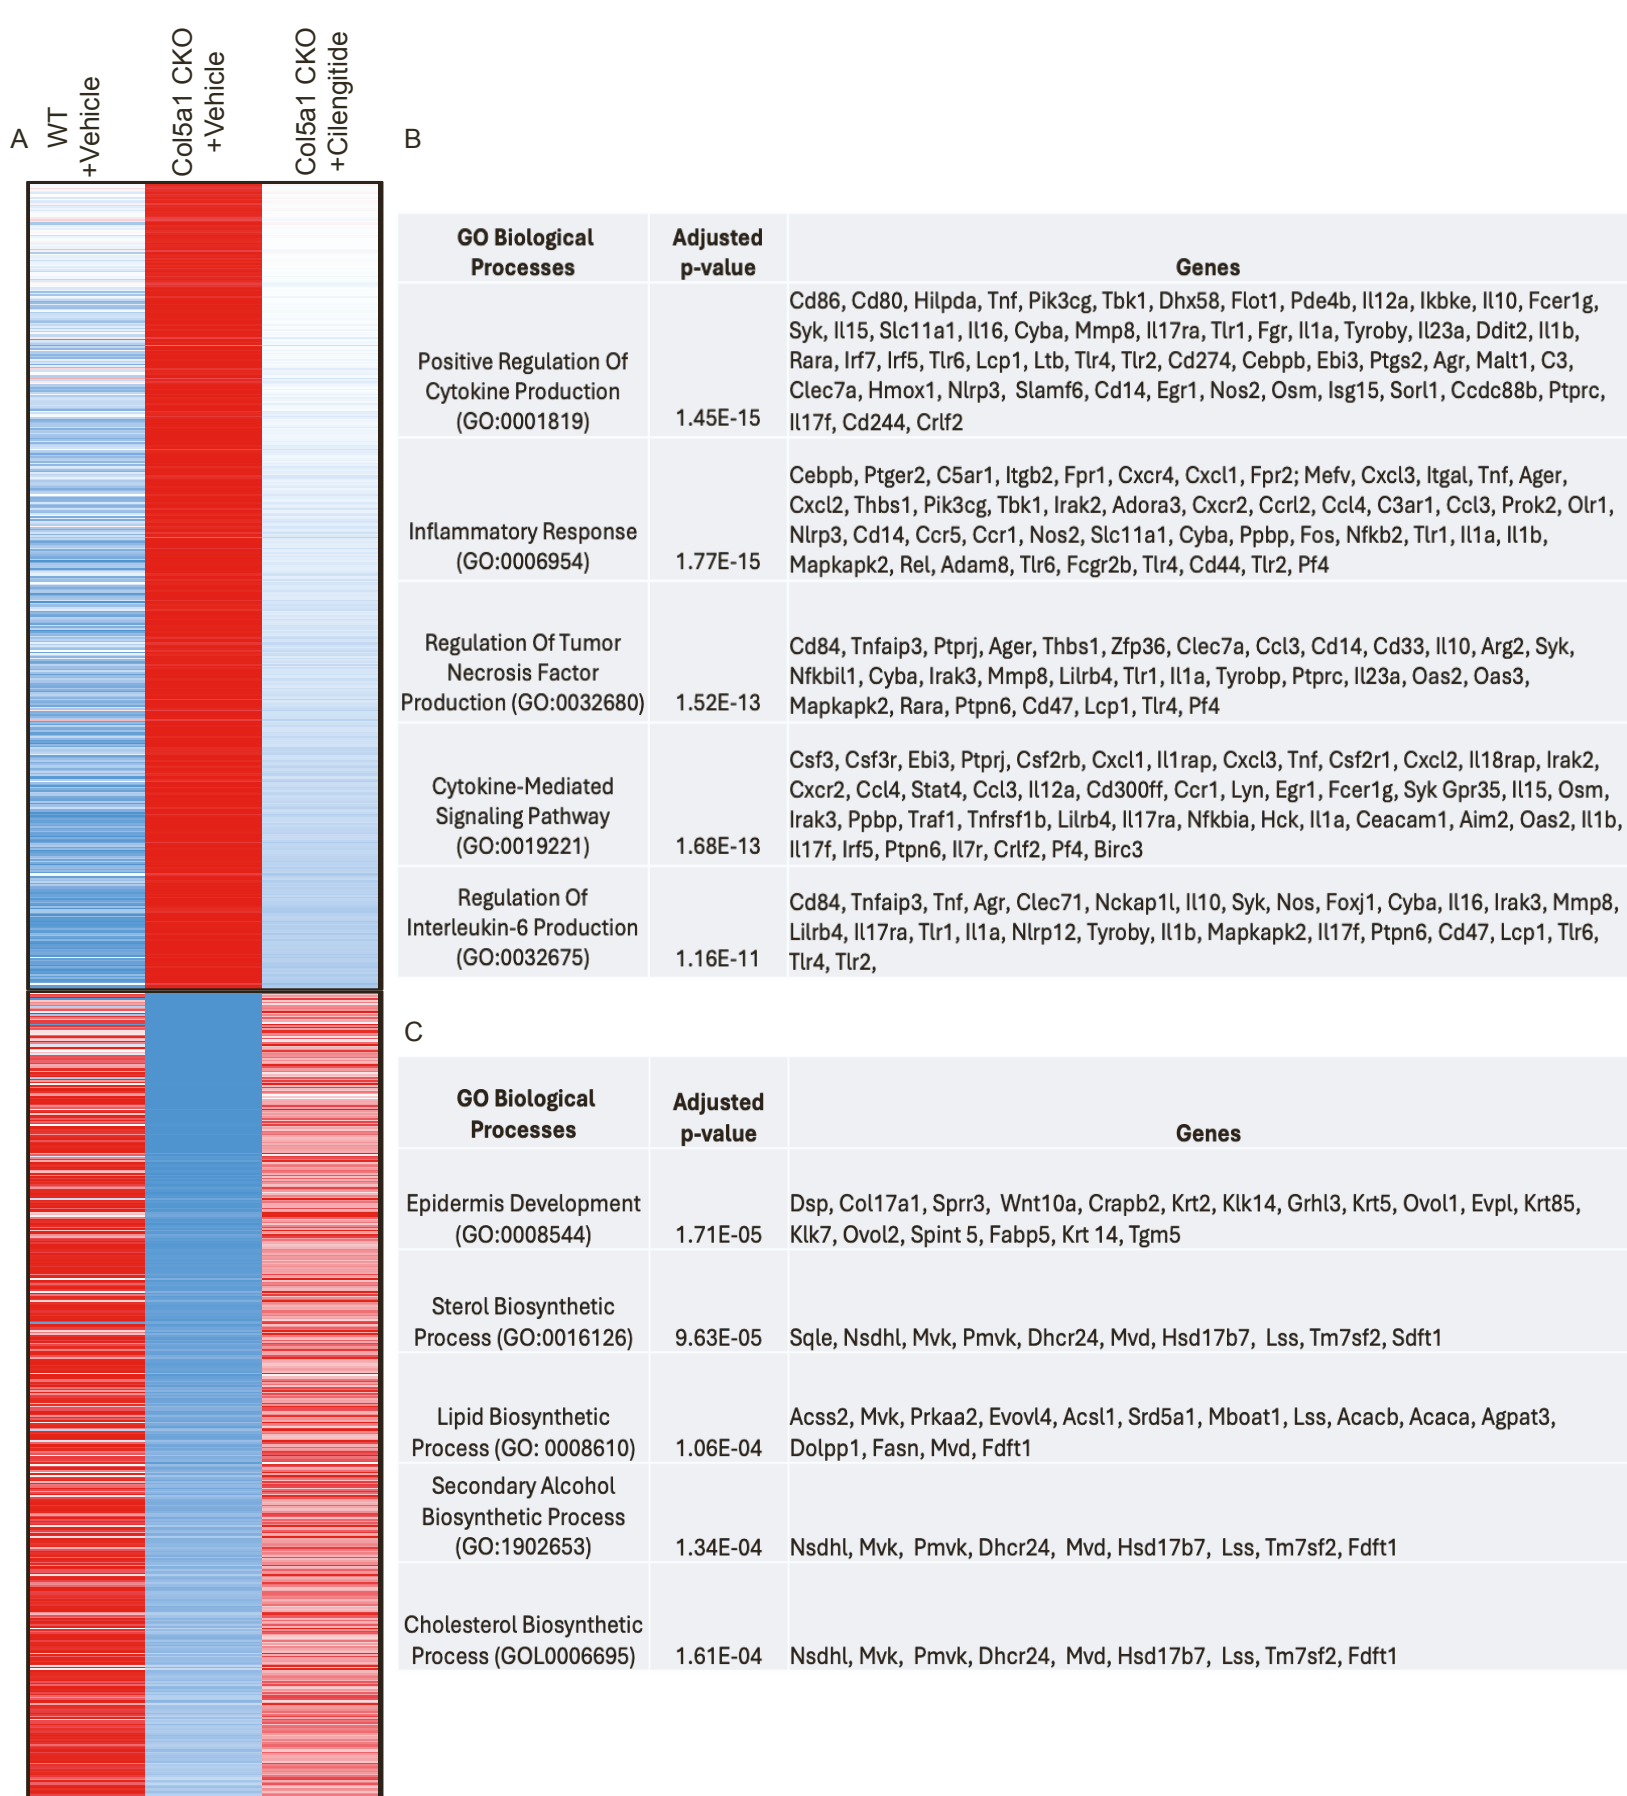

**Supplemental Figure 4. Bulk RNAseq of WT+vehicle, Col5a1CKO+vehicle and Col5a1CKO+cilengitide (n=4 per group), related to Figure 3 and 4.** Gene expression of Col5a1CKO+vehicle was compared with Col5a1CKO+cilengitide to obtain Deseq values and adjusted P-values using R studio. Based on an adjusted p-value of <0.05 and a FC of >=2 we obtained a gene list of 3001 genes that met this criteria. Data was normalized using Cluster and a k-means cluster was performed to obtain 4 different clusters. A. Cluster 1 and 2 displayed the differences between Col5a1CKO+vehicle vs Col5a1CKO+cilengitide as seen in the heat map B. Enrichr analysis of Cluster 1 shows a consistent inflammatory signature in Col5a1CKO animals compared to WT animals and WT and Col5a1CKO+cilengitide show a similar response. C. Enrichr analysis of Cluster 2 shows a decrease in expression of epidermis development genes, including many Keratin genes, and this pathway is increased in Col5a1CKO+cilengitide animals similar to WT+vehicle animals.

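Between Col5a1CKO wounds with cilengitide and with vehicle, 1008 genes were higher and 1025 lower at an adjusted p under 0.05 and a fold change of at least 2 (edgeR, 4 against 4, 15563 genes tested), a total of 2033. DESeq2, the test named in the legend, gave 1189 higher and 1475 lower. The fits that each left out 1 replicate moved both counts most, to 695 to 1674 higher and 334 to 1417 lower.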

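In the inflammatory response term of Fig. S4B, 29 of 48 genes were called lower with cilengitide and 0 higher, with a median log2 fold change of -2.79. Itgam fell by 2.71 on the log2 scale (standard error 0.64, adjusted p = 0.0218 from edgeR), and Ptprc by 2.29 (standard error 0.51, adjusted p = 0.0184). In Col5a1CKO against WT wounds with vehicle, 46 of the 48 genes were called higher. In that comparison the log2 fold change of Il1b was 7.39 (adjusted p = 0.0065 from edgeR). With cilengitide against vehicle it was -3.84, with overlapping groups (adjusted p = 0.0469 from edgeR).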

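In the epidermis development term of Fig. S4C, 16 of 16 genes had a positive log2 fold change with cilengitide, with a median of 3.00, and 3 were called higher. Of 37 keratin genes tested, 23 were called higher with cilengitide and 0 lower. Against WT wounds with vehicle, 15 of 39 keratin genes were lower in the cilengitide wounds and 1 was higher.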

How the deposited data were processed for this re-analysis (not part of the article)

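RNA from mouse skin wounds was analysed in 35 libraries. At day 14 after wounding there were 7 WT, 7 Col5a1CKO and 3 Col5a1CKO wounds that received WT fibroblasts. At day 19 there were 3 WT and 3 Col5a1CKO wounds. In the cilengitide experiment there were 4 wounds each of WT with vehicle, Col5a1CKO with vehicle and Col5a1CKO with cilengitide. Groups were taken from the sample titles and the column headers of the counts.

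The authors deposited raw counts. The methods describe 50 bp single-end reads aligned by Hisat2 to NCBI37/mm9 and counted by SeqMonk on exons of RefSeq genes, and do not say whether this covers the cilengitide libraries. The deposited table of the fibroblast and time-course libraries holds counts for each RefSeq transcript, with transcript lengths in bp as a further column. The row with most counts was kept for each gene symbol. RPKM was computed from these lengths and the total over all rows. Another deposited table holds counts for each symbol of the cilengitide libraries. Over the kept rows, totals were 15043531 to 35700325 counts per wound in the first table and 51211600 to 68266760 in the second. Over all rows of the first table they were 20130530 to 49085163.

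Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10, robust quasi-likelihood fit), within each pair of groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The methods section gives a minimum of 3-fold and an RPKM of 1, and the legends give 2-fold. The 2-fold rule was used, with 3-fold as an alternative. The tests were tried on simulated data with 198 to 200 of the tested genes changed 4-fold. With the spread of the real libraries edgeR recovered 55% to 75% of them with 1 to 9 false calls, and DESeq2 75.8% to 89.5% with 29 to 71 false calls.

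Scores are the mean over a list of each gene's Z score of TMM-normalized counts scaled to library size (CPM), over all mapped wounds of the same table. The lists of epidermis development and inflammatory response genes were read from Fig. S4. Scores were compared by 2-sided exact permutation tests with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures drawn with matplotlib 3.10.9. Gene positions are from the GENCODE annotation of NCBI37. The 20 score comparisons and the 35 exact tests of single genes were each adjusted by Benjamini-Hochberg. This adjustment was added after their unadjusted p had been seen.

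Alternatives set before the data were examined were DESeq2 1.42.0, other size factors, library size only, all genes with at least 1 count, all groups in one fit, the replicate letter as a block, an unadjusted p, 3-fold, other Z scores, and leaving out each replicate of the groups of 3 and 4. Chosen after seeing the data were the library set as a covariate, other choices of RefSeq row, the fit of Col5a1CKO replicates a to c without the block, and the interaction at an unadjusted p. Named genes are those the Results and figures name, those encoding the proteins the paper measures, the genes with the smallest adjusted p and no overlap between groups, up to 3 in each direction, and the called members of the lists with the largest changes.

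Replicates a to g carry letters in both genotypes, but the labels do not say whether these are pairs. After removal of the group mean, same-letter wounds had a mean correlation across genes of 0.177 at day 14, -0.376 at day 19 and 0.103 for the fibroblast comparison. With the means of the library sets also removed, the day 14 value was -0.003. Libraries of the fibroblast and time-course table were parted at the widest gap in the difference of median log2(CPM + 1) between genes in the upper and the lower 10% by GC content, over genes with a mean of at least 5 CPM. Unwounded skin, protein, flow cytometry and imaging data were not analysed here.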

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

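The tests of depth, library set and spermatid genes for Prm1 were chosen after the results were seen. The samples below were picked out because the gap to the nearest sample of the group, as a share of the group's range, exceeded Dixon's critical value (0.829 for 4 samples, 0.568 for 7). Of 75 groups of values tested, 12 met this, where 3.8 are expected by chance. Values from the same sample are not independent. For these wounds no biological explanation was tested, and no technical one was.

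In the WT vehicle group, replicate 3953 had 66605505 counts while the others had 52136431 to 53987222. In the Col5a1CKO vehicle group, replicate 4223 had an epidermis development score of -0.55, with the others at -1.29 to -1.20, and Krt6a, Krt6b, Krt16 and Krt17 at 2623, 4997, 2748 and 1983 CPM, with the others at 6.83 to 434. In the cilengitide group, replicate 9257 had an inflammatory response score of -0.20, with the others at -0.50 to -0.44, and Ptprc and Itgam at 233.9 and 233.6 CPM, with the others at 95.1 to 118.7 and 90.0 to 94.6. In the WT group at day 14, replicate g had Krt6a, Krt16 and Krt17 at 11070, 12230 and 4732 CPM, with the others at 2793 to 5743, 2588 to 4719 and 786 to 1948. Replicate 4223 also had the most negative difference between GC-rich and GC-poor genes of the 12 libraries of its table, -0.55 on the log2 scale, and WT replicate g shares its library set with replicates e and f.

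Prm1, a gene the paper does not discuss, was counted in all 21 Col5a1CKO libraries at 2.36 to 8.91 CPM and in the 14 WT libraries at 0 to 0.0767. It was called higher in Col5a1CKO wounds at day 14, at day 19 and with vehicle, and in cilengitide-treated Col5a1CKO against WT vehicle wounds. Sequencing depth did not account for it, since the lowest Col5a1CKO count was 47 and the highest WT count was 2. A difference between library sets did not either, since the lowest Col5a1CKO value, 2.36 CPM, was above every WT library of both tables. Prm1 is expressed in spermatids, and the other spermatid genes Prm2, Tnp1 and Tnp2 together reached at most 0.0916 CPM in a Col5a1CKO library, so a contribution of testis RNA is not seen. A candidate explanation is RNA of the Cre transgene, which Col5a1CKO and not WT animals carry, if its construct holds a stretch of Prm1. The paper's text does not name such a stretch. In these animals the transgene and the loss of Col5a1 come together, so an effect of Col5a1 loss on Prm1 cannot be told apart from it.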

How the results depend on the processing

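The alternatives were set before the data were examined, except the library set as a covariate, the other choices of RefSeq row, the fit of replicates a to c without the block, and the unadjusted p for the interaction, which were chosen after seeing the data. The cause of a change was not tested unless stated. Of the values under alternatives, 360 planned and 25 later ones kept their direction and side of the threshold, or for counts stayed within 1.5 times the reported count, and the others are given here.

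The 3-fold minimum gave 455 higher and 171 lower genes at day 14 in Col5a1CKO against WT wounds, 206 lower for fibroblast-treated against WT, 1352 lower for Col5a1CKO vehicle against WT vehicle, 516 lower for cilengitide against vehicle, and 381 higher and 216 lower for cilengitide against WT vehicle. With this minimum 547 genes were called in the same direction in both day 14 experiments, against 1016.

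An unadjusted p under 0.05 gave 1447 higher and 976 lower genes at day 14, 815 and 943 at day 19, 37 and 854 for fibroblast-treated against untreated Col5a1CKO wounds, 1403 and 1220 for fibroblast-treated against WT, 1473 higher for cilengitide against WT vehicle, and 939 genes for the difference between the days.

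DESeq2 gave 1245 higher and 850 lower genes at day 14, 684 and 713 at day 19, 9 and 10 for fibroblast-treated against untreated, 1156 lower for fibroblast-treated against WT, 1448 higher for cilengitide against WT vehicle, 40 genes for the difference between the days and 1759 genes with the same direction in both experiments. The log2 fold change of Col5a1 at day 14 was -1.42 and passed (adjusted p = 0.0253).

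All groups in one fit gave 1519 higher and 906 lower genes at day 14, 1 higher at day 19, 1021 and 970 for fibroblast-treated against WT, and 310 and 173 for cilengitide against WT vehicle. Here Col5a1 had a log2 fold change of -1.43 at day 14 (adjusted p = 0.0474). Over its alternatives the adjusted p of Col5a1 at day 14 ran from 0.0213 to 0.156.

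Library size alone gave 246 lower genes at day 14 and reversed the inflammatory response score at day 19, to -0.0286. With this scaling the median of all genes on the log2 scale went from -0.032 to 0.133 at day 14. It went from -0.01 to -0.392 at day 19 and from 0.027 to 0.162 for fibroblast-treated against WT.

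The replicate block gave 0 higher and 7 lower genes at day 19. For fibroblast-treated against untreated Col5a1CKO wounds it gave 1415 higher and 1125 lower genes and reversed the inflammatory response score to -0.55. Without the block, Col5a1CKO replicates a to c alone gave 1704 and 1412, so the block itself is not needed for these counts. These fits compare libraries of different sets. Of the 1798 genes called with the block and also between library sets of WT wounds, 99.1% changed in the matching direction.

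The library set as a covariate gave 1299 higher genes at day 14, 1535 and 1021 for fibroblast-treated against WT, and 45 genes for the difference between the days. It made Col5a1 pass at day 14 (log2 fold change -1.30, adjusted p = 0.0213) and reversed the change with fibroblasts of Krt6b, to -0.0121, and Krt16, to -0.133. These reversals rest on untreated replicates f and g of the upper set, which differ widely for both genes.

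Leaving out each replicate in turn gave 0 to 412 higher and 0 to 600 lower genes at day 19 across 6 fits. For fibroblast-treated against WT wounds it gave 207 to 268 higher and 73 to 124 lower genes across 3 fits. For cilengitide against vehicle it gave 695 to 1674 higher and 334 to 1417 lower, and for cilengitide against WT vehicle 1 to 1192 higher and 0 to 619 lower, across 8 fits each. The inflammatory response score ranged from -0.0127 to 0.31 at day 19, from -0.23 to 0.16 for fibroblast-treated against untreated wounds, from 1.14 to 1.96 for Col5a1CKO vehicle against WT vehicle, from -1.79 to -0.97 for cilengitide against vehicle and from 0.10 to 0.20 for cilengitide against WT vehicle. The collagen score with vehicle ranged from 0.71 to 1.24. Leaving out any 1 of the 4 WT vehicle wounds raised the exact permutation p of the inflammatory response score from 0.0286 to 0.0857, both for Col5a1CKO vehicle and for cilengitide against WT vehicle. Leaving out Col5a1CKO vehicle replicate 4192 lowered it from 0.0571 to 0.0286 for cilengitide against vehicle, while leaving out a cilengitide wound raised it to 0.114 for replicate 9257 and 0.20 for each of the other 3. Leaving out replicate 4223 lowered that of the collagen score with vehicle from 0.114 to 0.0286, the smallest p of 3 against 4, while 4 other fits raised it to 0.20 or 0.229. With 3 wounds per group, an exact test cannot go under a p of 0.10.

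Other splits of the same wounds into groups of the same sizes were fitted for each comparison. At day 14, 1 of 64 splits that part as many same-letter pairs gave as many genes, namely the real one, and the largest of the others gave 358. Of 36 splits that part other numbers of pairs, the largest gave 879, with 7 libraries of the lower set in 1 group. At day 19, 1 of 4 splits gave as many genes, which is too few splits for a decision. For fibroblast-treated against untreated Col5a1CKO wounds all 8 of 8 splits gave at least the 0 genes of the real one, whose unadjusted counts are 37 higher and 854 lower. For fibroblast-treated against WT it was 2 of 8, and the other split, which sets 3 lower-set libraries apart, gave 2482 genes, so that by this count alone batch and treatment cannot be told apart. Inside the upper set, where the library sets do not differ, 4690 genes were called between fibroblast-treated and WT wounds. There the WT wounds had RNA of Y chromosome genes and the treated wounds Xist, so sex and treatment are not separated. Of the 894 genes, 85.9% remained with the library set as a covariate. Splits with as many genes were 1 of 35 for Col5a1CKO vehicle against WT vehicle and 1 of 35 for cilengitide against vehicle. They were also 1 of 35 for cilengitide against WT vehicle. For the difference between the days, 100 of 100 splits gave at least the 0 genes of the real one, with 939 at an unadjusted p under 0.05.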

Differences from the paper's values

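The values of Fig. 4B and Fig. S1B were read by eye after the counts had been seen. The highest Col5a1CKO wound at day 14 had 2028 RPKM for Krt6a against the paper's about 120 in Fig. 4B, 2377 for Krt6b against about 110, 3823 for Krt16 against about 90, and 1950 for Krt17 against about 160. No alternative set before the data were examined changes RPKM, which depends on counts, lengths and totals. Apart from replicates d and g, the highest Col5a1CKO values were 140.1, 110.8, 105.0 and 151.2 RPKM in the same order. These are near the values read from the figure. The paper's text does not say whether replicates d and g are in it. The median of Col5a1 in WT wounds was 72.1 RPKM against the paper's about 170 in Fig. S1B.

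The text states a significant rise of Krt6a, Krt6b, Krt16 and Krt17 with WT fibroblasts, and Fig. 4B marks it for Krt6a, Krt16 and Krt17. Here the adjusted p was 0.822, 0.837, 0.816 and 0.743 in that order, and none passed under the alternatives run. The replicate block came lowest, with 0.117, 0.0827, 0.0825 and 0.118.

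The text states that the inflammatory Z score of fibroblast-treated Col5a1CKO wounds was lower than in WT animals, and that the inflammatory genes were attenuated. Here the score was 1.19 higher than in WT (exact permutation p = 0.0083) and 0.03 higher than in untreated Col5a1CKO wounds (exact permutation p = 0.967). This score covers the 48 genes of Fig. S4B, drawn from the cilengitide experiment, in CPM. The paper's score is for its inflammatory response cluster in RPKM, and its text does not list those genes. The values therefore do not test the paper's score on its own genes. The paper also reports less protein of Il1b and a lower fraction of CD11b cells with fibroblasts than in Col5a1CKO wounds without them. Protein and imaging data were not analysed here.

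The legend of Fig. S1C and the Discussion state that collagen and ECM genes decrease in Col5a1CKO wounds, while the Results state that ECM organization rises. Here 33 of 36 collagen genes had a positive log2 fold change at day 14, with a median of 1.19, or 1.33 with library size alone and 1.21 with RLE size factors, and 6 were called higher. A score over 10 interfollicular epidermis genes fell from 1.01 ± 0.66 in WT to -0.50 ± 0.51 in Col5a1CKO wounds (SD, n = 7 each). Collagen expression within cells was not separated from such a change in the cell types of the biopsy.

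The text states that signatures with cilengitide resembled those of WT. Here the inflammatory response score was 0.17 above WT (exact permutation p = 0.0286, adjusted p = 0.0571), and 26 of 47 genes of the list were called higher. The size of this difference depended on the Z score, with 0.71 for log2(CPM + 1) and 1.06 for Z scores over the groups compared.

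The legend of Fig. S1B states a significant decrease of Col5a1. Its test is a Mann-Whitney test of this gene alone, which was not run here. WT replicates e to g had 27.1 to 28.6 RPKM, below the Col5a1CKO median of 33.0. WT replicates a to d had 72.1 to 193.9 RPKM, above the highest Col5a1CKO value of 57.8. Here the unadjusted p was 0.0108 with edgeR and 0.0460 with the 2-sided exact permutation test of mean CPM. Adjusted over all genes, the p was 0.0757 with edgeR, 0.0253 with DESeq2 and 0.0474 with all groups in one fit. It was 0.0213 with the library set as a covariate, which was chosen after seeing the values.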

Other observations

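The tests of library set on the counts of genes, those on Col5a1CKO replicates d and g, and that on injected fibroblasts were chosen after the results were seen. The tests of reversal across genes, of the listed genes, of GC content and of library batch on the reversal and on the replicate block were set before. Correlations across genes are not correlations across independent replicates.

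Of the 1190 genes called at day 14 between Col5a1CKO and WT wounds, 95.0% remained called in the same direction with the library set as a covariate, so batch alone does not account for them. Of the 894 genes called between fibroblast-treated and WT wounds, 85.9% remained. For fibroblast-treated against untreated Col5a1CKO wounds, 0 genes were called in the upper set alone, 3 against 2 wounds, where 69 passed an unadjusted p under 0.05. With the library set as a covariate over all wounds 0 were called as well, and 2 higher and 33 lower genes passed an unadjusted p. Neither fit showed a difference hidden by the library sets. Both rest on the 2 untreated wounds of the upper set, so that the absence of such a difference cannot be told. The calls with the replicate block may reflect library batch, since 99.1% of those also found between sets of WT wounds had the matching direction.

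Col5a1CKO replicates d and g at day 14 had levels of Krt6a, Krt6b, Krt16 and Krt17 near those of WT wounds. Over the whole keratin family the highest Col5a1CKO scores were those of g and f, 0.06 and 0.04, against -0.21 for d. A WT wound mislabelled as Col5a1CKO is not supported for d and g. Their ratio of Col5a1 to Col1a1 was at most 0.0223 while the lowest WT ratio was 0.127, a ratio that also depends on Col1a1. Judged by Prm1, they had at least 2.36 CPM against at most 0.0767 in WT libraries. Neither measure can show an exchange with fibroblast-treated Col5a1CKO wounds. Those had a ratio of 0.0124 to 0.0217 and Prm1 at 3.19 to 5.89 CPM. Library batch does not account for them, as they lie in 2 different sets. Krt16 and Krt17, 2 of 2 genes, also had d and g as their highest Col5a1CKO wounds, but these genes are part of what singled out d and g and do not test whether reads shared between paralogs account for them. Over the 12 genes of the epidermis development list that are not keratins, the 2 highest scores among Col5a1CKO wounds were those of d and g, -0.07 and 1.05 against -0.78 or lower, which reads shared between keratins do not account for. More epidermis in the biopsy may account for the values, since the 2 highest interfollicular epidermis scores among Col5a1CKO wounds belong to these 2 replicates. A wound that had healed further would look the same, and the data do not separate the 2.

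Fibroblast-treated Col5a1CKO wounds had a mean ratio of Col5a1 to Col1a1 that differed by -0.00567 from untreated ones (exact permutation p = 0.45), so RNA of the injected WT fibroblasts was not seen in this ratio.

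A hypothesis that cilengitide reverses the effect of Col5a1 loss was tested against the other experiment. Across genes, the log2 fold changes of cilengitide against vehicle and of Col5a1CKO against WT at day 14 had a Pearson r of -0.744. Without the listed epidermal, inflammatory and cell-type genes r was -0.743, and across 10 groups of genes by GC content the weakest was -0.737. With the library set as a covariate in the day 14 comparison, r was -0.683. A change in the cell types of the biopsy may produce the same pattern, and expression within cells was not separated from it. For WT fibroblasts, against the vehicle comparison of the cilengitide experiment, r was -0.255 over all wounds, 0.139 within the upper library set and 0.141 with the library set as a covariate. The negative r may therefore reflect library batch.

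RNA of Xist and of genes of the Y chromosome divides the wounds as follows. At day 14, 5 WT wounds had Y genes and 2 Xist, 4 Col5a1CKO wounds had Y genes and 3 Xist, and all 3 fibroblast-treated wounds had Xist. In the upper library set at day 14, every WT wound had Y genes and every Col5a1CKO wound, treated or not, had Xist. Comparisons with WT inside that set therefore do not separate sex from group. At day 19, 1 WT wound had Y genes and 2 Xist, and all 3 Col5a1CKO wounds had Xist. Of the Col5a1CKO wounds with vehicle, 3 had Y genes and 1 had neither. The WT vehicle group and the cilengitide group each had 2 with Y genes and 2 with Xist. At day 14 these patterns differ from the numbers of males and females in the legend of Fig. 4C for each group. The same holds at day 19 for the Col5a1CKO wounds of Fig. 2B. The cause was not tested.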
